# Indisulam synergizes with palbociclib to induce senescence through inhibition of CDK2 kinase activity

**DOI:** 10.1371/journal.pone.0273182

**Published:** 2022-09-06

**Authors:** Ziva Pogacar, Jackie L. Johnson, Lenno Krenning, Giulia De Conti, Fleur Jochems, Cor Lieftink, Arno Velds, Leyma Wardak, Kelvin Groot, Arnout Schepers, Liqin Wang, Ji-Ying Song, Marieke van de Ven, Olaf van Tellingen, Rene H. Medema, Roderick L. Beijersbergen, Rene Bernards, Rodrigo Leite de Oliveira

## Abstract

Inducing senescence in cancer cells is emerging as a new therapeutic strategy. In order to find ways to enhance senescence induction by palbociclib, a CDK4/6 inhibitor approved for treatment of metastatic breast cancer, we performed functional genetic screens in palbociclib-resistant cells. Using this approach, we found that loss of *CDK2* results in strong senescence induction in palbociclib-treated cells. Treatment with the CDK2 inhibitor indisulam, which phenocopies genetic CDK2 inactivation, led to sustained senescence induction when combined with palbociclib in various cell lines and lung cancer xenografts. Treating cells with indisulam led to downregulation of cyclin H, which prevented CDK2 activation. Combined treatment with palbociclib and indisulam induced a senescence program and sensitized cells to senolytic therapy. Our data indicate that inhibition of CDK2 through indisulam treatment can enhance senescence induction by CDK4/6 inhibition.

## Introduction

Cellular senescence is a stable cell cycle arrest and can be induced by a variety of stressors, including cancer therapies (referred to as therapy induced senescence [TIS]) [1]. Senescence is characterized by changes in cellular physiology, such as changes of cell morphology, changes in gene expression and metabolism, and secretion of a variety of proteins (collectively referred to as the senescence associated secretory phenotype [SASP]) [2]. Induction of senescence as an anti-cancer treatment can be advantageous in the short term because cell proliferation is halted and immune cells are recruited through the SASP. However, in the long term, persistence of senescent cancer cells can lead to chronic inflammation, tumor progression and migration [3]. We postulated that a “one-two punch” approach to cancer therapy, in which a first drug induces senescence and the second drug either targets the senescent cancer cells for death (senolysis) or enhances the efficacy of the immune infiltrate may be an effective anti-cancer strategy [4, 5].

Several cancer treatments have been shown to induce senescence, including chemotherapeutics and targeted agents (reviewed in [6]. For instance, targeting CDK4 and 6 with inhibitors (such as palbociclib, ribociclib and abemaciclib) induced senescence in various cancer models [7–11]. CDK4/6 are important kinases in the cell cycle, regulating the transition from G1 to S phase by phosphorylating and partially inactivating the retinoblastoma protein RB. Upon subsequent further phosphorylation of RB by CDK2, RB is functionally fully inactivated, leading to complete de-repression of E2F transcriptional activity and entry into S phase [12]. Since the majority of cancer cells have an intact *RB1* gene and thus depend on CDK4/6 kinase activity for sustained proliferation, CDK4/6 emerged as a potential target for cancer therapy. CDK4/6 inhibitors have been approved for treatment of hormone receptor positive (HR+) and human epidermal growth factor receptor 2 (HER2) negative (HER2-) breast cancer in combination with anti-hormonal therapy [13–15].

Due to the efficacy, safety and tolerability of the CDK4/6 inhibitors in HR+ breast cancer, and multiple nodes of oncogenic signals converging on CDK4/6 in multiple cancer types [16], there has been significant interest in extending their use to other cancer types. Several clinical trials using CDK4/6 inhibitors in various cancer types, such as non-small cell lung cancer, ovarian cancer and triple negative breast cancer were recently completed [17–20]. However, translating the use of CDK4/6 inhibitors to other tumor types has proven to be challenging, due to limited senescence induction and intrinsic resistance [21–23]. Better understanding of the limitations of senescence induction by CDK4/6 inhibitors may help in broadening the clinical utility of this class of cancer therapeutics.

A potential solution is using CDK4/6 inhibitors in a rational combination. For example, combining CDK4/6 inhibitors with PI3K inhibition was effective in multiple preclinical models [24, 25]. Furthermore, combining CDK4/6 inhibition with the MEK inhibitor trametinib was shown to increase senescence induction in lung cancer and colorectal cancer cells [26, 27].

Indisulam was originally identified as a sulfonamide with anticancer effects that acts as an indirect CDK2 inhibitor [28]. However, after various phase 1 and 2 clinical trials showed a response and stable disease in only 17–36% of patients, development was halted [29–35]. On a molecular level, indisulam was recently identified as being a molecular glue, targeting the splicing factor RBM39 to DCAF15, a component of a ubiquitin ligase complex, leading to degradation of RBM39 [36]. Here, we identify an unexpected synergy between indisulam and palbociclib in induction of senescence in multiple cancer types. Moreover, we find that cancer cells made senescent with palbociclib and indisulam are sensitive to the senolytic agent ABT-263.

## Results

### CDK2 loss is synergistic with palbociclib in inducing senescence in triple negative breast cancer

Palbociclib has only modest cytostatic activity in triple negative breast cancer (TNBC) cell lines. To capture the heterogeneity of TNBC, we chose three independent cell lines as models for kinome-based shRNA synthetic lethality screens to identify genes whose suppression enhances the response to palbociclib (S1A Fig in S1 File). We performed synthetic lethality screens in CAL-51, CAL-120 and HCC1806, all of which are resistant to palbociclib (Fig 1A and S1C Fig in S1 File). Depleted shRNAs were identified by deep sequencing as described previously [37]. When comparing the relative abundance of shRNAs in palbociclib-treated to untreated cells, shRNAs targeting *CDK2* were depleted in all three cell lines (Fig 1A). Furthermore, *CDK2* was the only common hit between all three screening cell lines (Fig 1B). To validate this observation, we used individual shRNAs to knock down *CDK2* in the cell lines used for the screens (S1B Fig in S1 File). Even though *CDK2* knockdown had no effect on proliferation, we observed a decrease in proliferation in *CDK2* knockdown cells treated with palbociclib (S1C, S1D Fig in S1 File). Similarly, CAL-51-*CDK2* knockout cells had no changes in proliferation, but were more sensitive to palbociclib treatment (Fig 1C–1E).

**Fig 1:**
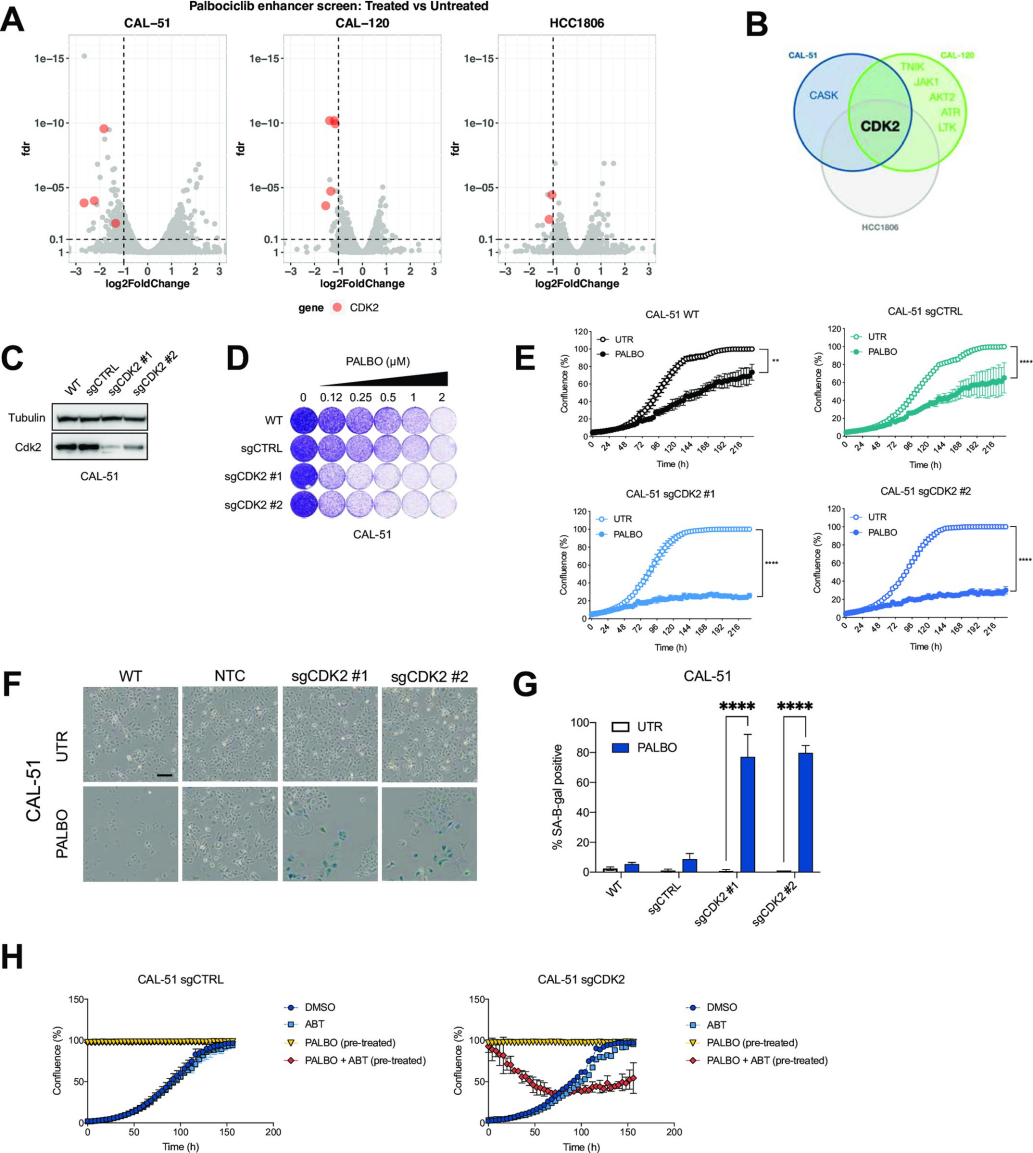
CKD2 loss is synergistic with palbociclib in induction of senescence in triple negative breast cancer. **A** Volcano plot of hit selection. shRNA counts of CAL-51, CAL-120 and HCC1806 were compared between palbociclib treated and untreated conditions. Each dot represents an individual shRNA. Y axis shows the false discovery rate (FDR) and X axis shows fold change between conditions. The cutoffs of 0.1 FDR and -1 log2 fold change are represented by the dashed lines. Red dots indicate shRNAs targeting CDK2. Hits were selected as genes that were represented with at least 2 independent shRNAs. **B** Venn diagram shows overlap of hits between CAL-51, CAL-120 and HCC-1806. Hits were selected as genes that were represented with at least 2 independent shRNAs. **C-G** Screen validation: CDK2 was knocked out with two independent sgRNAs in CAL-51 cells. Polyclonal population of sgCDK2 cells was used for experiments. **C** Western blot analysis of CDK2 levels in CAL-51 sgCDK2 and control cells. Tubulin was used as loading control. Representative images of two independent experiments are shown (n = 2). **D** Long term colony formation assay of CAL-51. Wild-type, control and sgCDK2 cells were treated with indicated doses of palbociclib for 10 days. Representative of three independent experiments is shown (n = 3). **E** Proliferation assay of CAL-51. Cells were treated with 0.5 μM of palbociclib or DMSO. Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars indicate standard deviation. The end point confluency of all conditions were analysed using two-way ANOVA with Šidák’s post-hoc test (** p< 0.01 **** p< 0.0001). **F** SA-β-gal staining in CAL-51 cells treated for 10 days with 0.5 μM of palbociclib. Scale bar indicates 100 μm. Representative images of two independent experiments are shown (n = 2). **G** Quantification of SA-β-gal positive cells shown in **F**. CAL-51 cells were treated for 10 days with 0.5 μM of palbociclib. Bars represent mean ± SD of triplicates. Data was analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **H** Proliferation assay of CTRL or CAL-51 sgCDK2 cells treated with senolytic drug ABT-263. Cells were pre-treated with 2 μM of palbociclib for 10 days to induce senescence, then seeded in high density (100% confluence) and treated with palbociclib or a combination of palbociclib and 5 μM ABT-263. Proliferating cells, which were not pre-treated, were seeded at low density and treated with DMSO or ABT-263. Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars indicate standard deviation.

CDK2 knockout cells treated with palbociclib showed a change in morphology indicative of senescence. To better characterize these cells, we stained them for senescence-associated β-galactosidase (SA-β-gal), an established marker of senescence [38]. We observed an increase in the number of cells positive for SA-β-gal in all three TNBC cell lines when cells lacking *CDK2* were treated with palbociclib (Fig 1F and 1G and S1E, S1F Fig in S1 File).

Given that senescent cancer cells can promote inflammation and support metastasis, senolytic therapies are being developed to obliterate the senescent cells [6]. We tested the senolytic compound navitoclax (ABT-263, an inhibitor of BCL-2, BCL-xL and BCL-W) in *CDK2* knockout TNBC cells rendered senescent with palbociclib. After pre-treating sgCDK2 and control cells with palbociclib, only cells lacking CDK2 were killed upon treatment with ABT-263 (Fig 1H).

### CDK2 inhibition is synergistic with palbociclib in multiple cancer types

Due to the heterogeneity of TNBC cell lines we hypothesized that the interaction between CDK2 and palbociclib may be a general dependency and could therefore be applied broadly to other cancer types. To address this, we tested an additional TNBC cell line (SUM159) as well as lung cancer cell lines A549 and H2122 and colorectal cancer cell lines DLD-1 and RKO. We knocked out *CDK2* (Fig 2A and 2F and S2A Fig in S1 File) and observed an increased sensitivity to palbociclib in cells harboring sgCDK2 compared to control cells (Fig 2B, 2C, 2G and 2H and S2B Fig in S1 File). Furthermore, cells harboring sgCDK2 treated with palbociclib showed an increased number of SA-β-gal positive cells in SUM159 and A549 (Fig 2D, 2E, 2I and 2J) and the enlarged size and flat morphological features of cellular senescence. SUM159 CDK2 knock-out cells also showed sensitivity to the senolytic agent ABT-263 (S2C Fig in S1 File). Unequivocal identification of senescence in cancer cells can be difficult due to the lack of gold-standard markers of the senescent state. Previous studies have identified gene signatures associated with senescence [2, 39] or list of genes differentially expressed in senescence [40, 41]. We therefore used transcriptome analyses to further characterize these cells. We observed that A549 cells showed enrichment in four out of five tested senescence signatures in RNA-seq experiments when comparing treated and untreated sgCDK2 cells (Fig 2K). This shows that senescence induction upon *CDK2* loss and CDK4/6 inhibition has little context-dependency.

**Fig 2:**
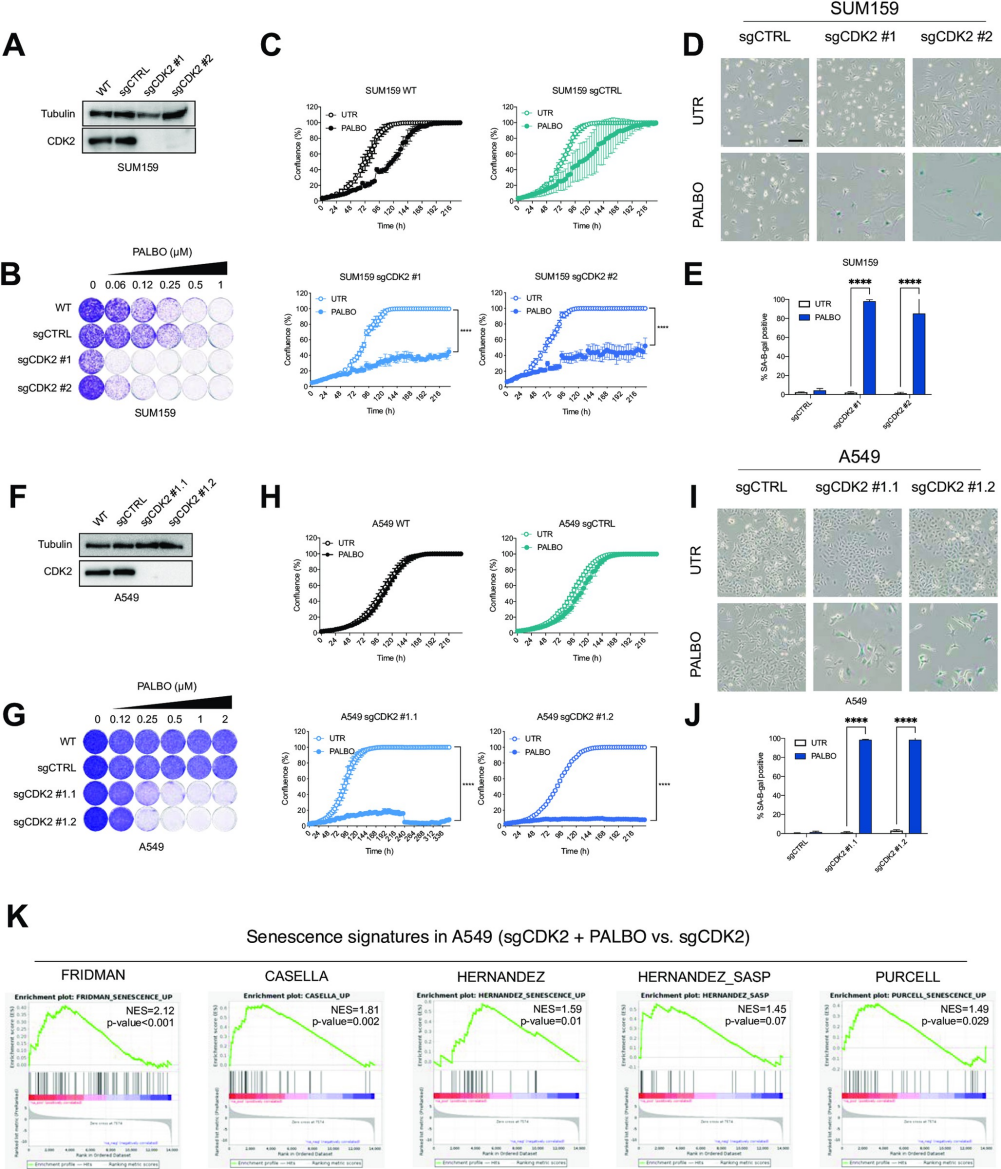
CDK2 inhibition is synergistic with palbociclib in multiple cancer types. **A-E** CDK2 was knocked out in SUM159 cells using two independent sgRNAs. **A** Western blot analysis of SUM159 sgCDK2 cells and control cells. Tubulin was used as a loading control. Representative images of two independent experiments are shown (n = 2). **B** Long term colony formation assay of SUM159 sgCDK2 and control cells with palbociclib was performed for 8 days. Representative of two independent experiments are shown (n = 2). **C** Proliferation assay of SUM159 sgCDK2 and control cells treated with 0.25 μM of palbociclib. Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars indicate standard deviation. The end point confluency of all conditions were analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **D** SA-β-gal staining in SUM159 sgCDK2 and control cells treated with 0.25 μM of palbociclib for 8 days. Scale bar indicates 100 μm. Representative images of two independent experiments are shown (n = 2). **E** Quantification of SA-β-gal positive cells shown in **D**. SUM159 cells were treated for 8 days with 0.25 μM of palbociclib. Bars represent mean ± SD of triplicates. Data was analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **F-J** CDK2 was knocked out in A549 and two single cell clones were selected. **F** Western blot analysis of A549 sgCDK2 cells and control cells. Tubulin was used as a loading control. Representative images of two independent experiments are shown (n = 2). **G** Long term colony formation assay of A549 sgCDK2 and control cells with palbociclib was performed for 10 days. Representative of two independent experiments are shown (n = 2). **H** Proliferation assay of A549 sgCDK2 and control cells treated with 0.5 μM of palbociclib.Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars indicate standard deviation. The end point confluency of all conditions were analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **I** SA-β-gal staining in A549 sgCDK2 and control cells treated with 0.5 μM of palbociclib for 10 days. Scale bar indicates 100 μm. Representative images of two independent experiments are shown (n = 2). **J** Quantification of SA-β-gal positive cells shown in **I**. A549 cells were treated for 10 days with 0.5 μM of palbociclib. Bars represent mean ± SD of triplicates. Data was analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **K** GSEA of previously published senescence gene sets comparing A549 sgCDK2 cells treated with 2 μM palbociclib for 10 days with untreated cells. Normalized enrichment score (NES) and p-values of enrichment score are shown. The experiment was performed in duplicates.

### Indisulam phenocopies CDK2 loss and induces senescence in combination with palbociclib

Even though the interaction between *CDK2* loss and palbociclib induces senescence in a broad panel of cell lines, the lack of a selective CDK2 inhibitor complicates further development of this concept. While a variety of compounds targeting CDK2 are available, they tend to be non-specific and also target other CDKs, such as CDK1/5/7/9 (reviewed in [42]which diminishes their utility. Furthermore, the off-target effects of these compounds often lead to toxicity and prevent their use in combination therapies. In search of a CDK2 inhibitor we came across indisulam, a sulfonamide that was described as an indirect CDK2 inhibitor [28]. When we treated the cells with the combination of palbociclib and indisulam we observed a decrease in proliferation in all tested cell lines (Fig 3A and 3B and S3A, S3B Fig in S1 File). Furthermore, treatment with indisulam and palbociclib showed an increase in the number of cells positive for SA-β-gal (Fig 3C and 3D and S3C, S3D Fig in S1 File). Both SUM159 and A549, as well as CAL-51, DLD-1 and RKO senescent cells induced by palbociclib and indisulam were sensitive to ABT-263 (Fig 3E and S3E Fig in S1 File).

**Fig 3:**
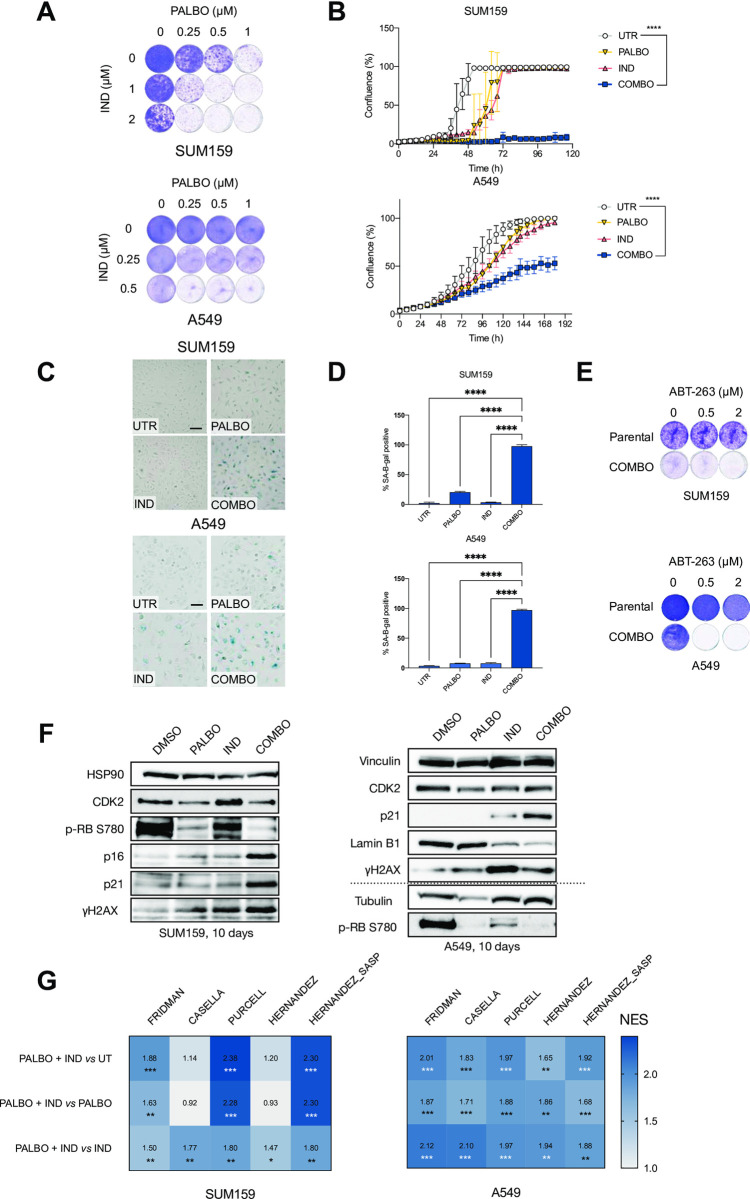
Indisulam phenocopies CDK2 loss and induces senescence in combination with palbociclib. **A** Long term colony formation assay of SUM159 and A549 cells treated with palbociclib, indisulam and the combination for 10 days. Representative of three independent experiments are shown (n = 3). **B** Proliferation assay of SUM159 and A549 cells treated with palbociclib, indisulam and the combination. SUM159 cells were treated with 0.5 μM of palbociclib and 2 μM indisulam and A549 with 2 μM palbociclib and 0.5 μM indisulam. Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars indicate standard deviation. The end point confluency of all conditions were analysed using one-way ANOVA with Dunnett’s post-hoc test (**** p< 0.0001). **C** SA-β-gal staining in SUM159 and A549 cells treated with palbociclib, indisulam and combination. SUM159 were treated with 0.5 μM of palbociclib and 2 μM indisulam and A549 with 2 μM palbociclib and 0.5 μM indisulam for 10 days. Scale bar indicates 100 μm. Representative images of three independent experiments are shown (n = 3). **D** Quantification of SA-β-gal positive cells shown in **C**. SUM159 were treated with 0.5 μM of palbociclib and 2 μM indisulam and A549 with 2 μM palbociclib and 0.5 μM indisulam for 10 days. Bars represent mean ± SD of triplicates. Data was analysed using one-way ANOVA with Dunnett’s post-hoc test (**** p< 0.0001). **E** Long term colony formation assay of SUM159 and A549 cells pre-treated with 0.5 μM of palbociclib plus 2 μM of indisulam for SUM159 and 2 μM of palbociclib plus 0.5 μM of indisulam for A549 for 2 weeks. Senescent and parental cells were then treated with 0.5 μM and 2 μM of ABT-263 for 1 week. Representative of two independent experiments are shown (n = 2). **F** Western blot analysis of SUM159 and A549 cells treated with palbociclib, indisulam and combination. SUM159 were treated with 0.5 μM of palbociclib and 2 μM indisulam and A549 with 2 μM palbociclib and 0.5 μM indisulam for 10 days. HSP90, vinculin and tubulin were used as a loading control. Dotted line indicates a separate experiment. Representative images of two independent experiments are shown (n = 2). **G** GSEA of previously published senescence gene sets comparing A549 and SUM159 cells treated with palbociclib, indisulam or the combination. SUM159 were treated with 0.5 μM of palbociclib and 2 μM indisulam and A549 with 2 μM palbociclib and 0.5 μM indisulam for 10 days. Comparisons of normalized enrichment scores of combination with untreated, and combination with single drugs is shown. Numbers indicate p-value (*p<0.05; **p<0.01; ***p<0.001).

We then set out to further characterize the senescence phenotype by testing four different senescence markers by Western blot. We observed a decrease in phosphorylated RB and increase in p21 in both cell lines. There was also an increase in γH2AX, although less apparent in A549. Furthermore, there was an increase in p16INK4A in SUM159. Since A549 cells are p16 null, we examined an additional marker Lamin B1, which was reduced upon the combination treatment. We observed a reduction in CDK2 protein levels in palbociclib treated samples. However CDK2 was not further reduced upon the combination treatment samples since indisulam is an indirect CDK2 inhibitor that does not influence the protein abundance (Fig 3F and S3H Fig in S1 File).

Next, we treated A549 and SUM159 cells with indisulam, palbociclib and the combination, and performed RNA-sequencing. 

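A549, a lung cancer line, was analysed here without treatment and after 10 days with 2 μM palbociclib, 0.5 μM indisulam or both drugs, with 2 libraries per group. The SUM159 libraries of these treatments were not analysed here. The paper's methods give neither the time at which untreated cells were collected nor the program that counted reads. The authors aligned the reads to hg38 and deposited, for each library, the whole number of reads counted on each of 60683 Ensembl gene identifiers. The values are not normalized, and replicates are kept separate. Of these identifiers, 60370 had a symbol and coordinates in GENCODE release 44. The untreated libraries held 14712412 and 15000694 counts on genes, the palbociclib libraries 13475593 and 16388606, the indisulam libraries 14469520 and 15133090, and the combination libraries 14103047 and 15537212. At this depth the smallest level that a library can show, 3 counts, lies between 0.183 and 0.223 CPM (counts scaled by the library total) in these 8 libraries, a limit that covers counting error only. Reads that fell on several genes or mapped with low quality had already been set aside by the authors, so genes that share sequence or overlap are counted low by an amount that the count files do not show.

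The libraries of one treatment were compared before averaging. The chi-square of their counts per degree of freedom was 9.57 for untreated cells, 5.04 for palbociclib, 3.08 for indisulam and 2.22 for the combination. Each is more than sampling noise gives, which does not show that the libraries come from independent cultures. Every library was kept as a replicate. Across genes, which are not independent replicates, Pearson's r of log2 CPM between replicates lay between 0.991 for untreated cells and 0.994 for the combination. The paper normalized by a relative total size factor, and total counts on genes were used here to scale libraries for an edgeR quasi-likelihood test of 15780 genes in 1 model of all 10 A549 libraries. These include 2 libraries treated with the CDK2/4/6 inhibitor PF-06873600. With Benjamini-Hochberg adjusted p-values under 0.05, 5544 genes were higher and 4739 lower in the combination than in untreated cells, 5279 higher and 4250 lower than with palbociclib alone, and 3479 higher and 3773 lower than with indisulam alone. Palbociclib alone changed fewer genes against untreated cells, with 1310 higher and 1168 lower. Indisulam alone gave 4420 higher and 2757 lower. The balance of higher and lower genes depends on the scaling. With edgeR's TMM factors, 4908 genes were higher and 5397 lower in the combination than in untreated cells, and 4542 higher and 5067 lower than with palbociclib alone, the reverse of the balance with total counts. For indisulam against untreated cells, 61.6% of the calls were higher with total counts and 50.4% with TMM factors. The labels number the replicates 1 and 2 in every group. Deviations from the group means of same-numbered combination and untreated libraries correlated at 0.0398 across genes. With the replicate number as a block, 5505 genes were higher and 4703 lower. The correlation was -0.0263 for combination and palbociclib libraries, where the block gave 5210 higher and 4191 lower. It was 0.00509 for combination and indisulam libraries, where the block gave 3437 higher and 3698 lower. For palbociclib and untreated libraries it was -0.219. The block then gave 1258 genes higher and 1079 lower, and 1556 higher and 1467 lower once the palbociclib numbers were crossed, a pairing chosen after that correlation was seen. Indisulam and untreated libraries correlated at 0.168, and the block gave 4368 genes higher and 2705 lower.

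The paper ran pre-ranked gene set enrichment analysis (GSEA) on a list ranked by log2 fold change. Here the ranks came from edgeR's log2 fold changes of the tested genes, scored with weight 1 and 10000 random gene sets of the same size, settings that the paper's text does not give. The normalized enrichment score (NES) divides the score of a set by the mean of the random scores of the same sign, and its one-sided p comes from permuting genes rather than libraries. A test that permutes libraries has little to work with here, as 2 libraries against 2 cannot give an exact two-sided permutation p below 0.33. The limma camera test was therefore run beside it, since it allows for correlation between the genes of a set.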

We observed enrichment in senescence signatures when comparing the combination-treated cells to single drugs or untreated conditions (Fig 3G). 

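All 5 senescence gene sets of S1 Table, named here by the first author of the study they come from, scored above 0 in all 3 comparisons of the combination. Against untreated cells, the NES was 1.965 for the Purcell set (34 genes), 1.93 for the Fridman set (71 genes), 1.83 for the Hernandez set of the senescence-associated secretory phenotype (SASP, 21 genes), 1.78 for the Casella set (41 genes) and 1.61 for the Hernandez senescence set (31 genes). Their gene permutation p was 0.000121, 0.000109, 0.000397, 0.000353 and 0.00779 in this order. The values 0.000121 and 0.000109 are each the smallest that the random sets could give for that gene set, so they do not rank the 2 sets. Against palbociclib alone, the NES was 1.83 for the Purcell set, 1.82 for the Fridman set, 1.77 for the SASP set, 1.71 for the Casella set and 1.64 for the Hernandez senescence set. The largest gene permutation p was 0.0058, for the Hernandez senescence set. Against indisulam alone, the NES was 2.10 for the Fridman set, 1.98 for the Casella set, 1.89 for the Purcell set, 1.85 for the Hernandez senescence set and 1.78 for the SASP set. The largest gene permutation p was 0.00286, for the SASP set. Without a filter on low counts, the NES of the SASP set against indisulam was 1.30 with a gene permutation p of 0.106. In 9 of 10 alternatives its p stayed under 0.05. With the replicate number as a block, the NES against untreated cells was 1.96, 1.94, 1.83, 1.78 and 1.61 in the first order given. Against palbociclib alone it was 1.84, 1.82, 1.77, 1.71 and 1.64, or 1.83, 1.81, 1.77, 1.71 and 1.64 once the palbociclib numbers were crossed, and against indisulam alone it was 2.10, 1.98, 1.89, 1.85 and 1.78, in the orders given for those comparisons. Among 10 alternatives, the unweighted running sum moved the NES of each set against untreated cells most, to 4.06 for the SASP set, 3.78 for the Purcell set, 3.61 for the Fridman set, 3.48 for the Casella set and 2.41 for the Hernandez senescence set.

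With the combination, the sets rose over untreated cells by more than the replicates differed. The mean log2 CPM of the SASP genes was 3.03 ± 0.03 (SD, n = 2) in untreated cells, 3.76 ± 0.04 (SD, n = 2) with palbociclib, 4.46 ± 0.08 (SD, n = 2) with indisulam and 5.22 ± 0.02 (SD, n = 2) with the combination. For the Hernandez senescence genes, the set with the lowest score against untreated cells, it was 5.41 ± 0.09 (SD, n = 2), 5.51 ± 0.03 (SD, n = 2), 5.61 ± 0.05 (SD, n = 2) and 6.16 ± 0.01 (SD, n = 2) in the same order. Their rise with palbociclib was smaller than the difference between the untreated replicates, which stood at 5.48 and 5.35. Camera, which allows for correlated genes, gave mean log2 fold changes of the combination over untreated cells of 2.19 for the SASP set, 1.72 for the Purcell set, 1.28 for the Casella set, 1.11 for the Fridman set and 0.75 for the Hernandez senescence set. The camera p values from limma were 0.00124, 0.00237, 0.00472, 0.00171 and 0.0499 in this order. The value of the Hernandez senescence set became 0.0622 with the replicate block, and against palbociclib alone it was 0.0486 without the block and 0.0605 with it. The block also leaves camera fewer residual degrees of freedom, which by itself raises p. The adjusted p-value of edgeR's test was under 0.05 in the upward direction for 21 of the 21 SASP genes tested, 28 of 34 Purcell genes, 30 of 41 Casella genes, 48 of 71 Fridman genes and 20 of 31 Hernandez senescence genes. In the downward direction it was under 0.05 for 0, 4, 4, 9 and 1 of them.

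**Figure D1:**
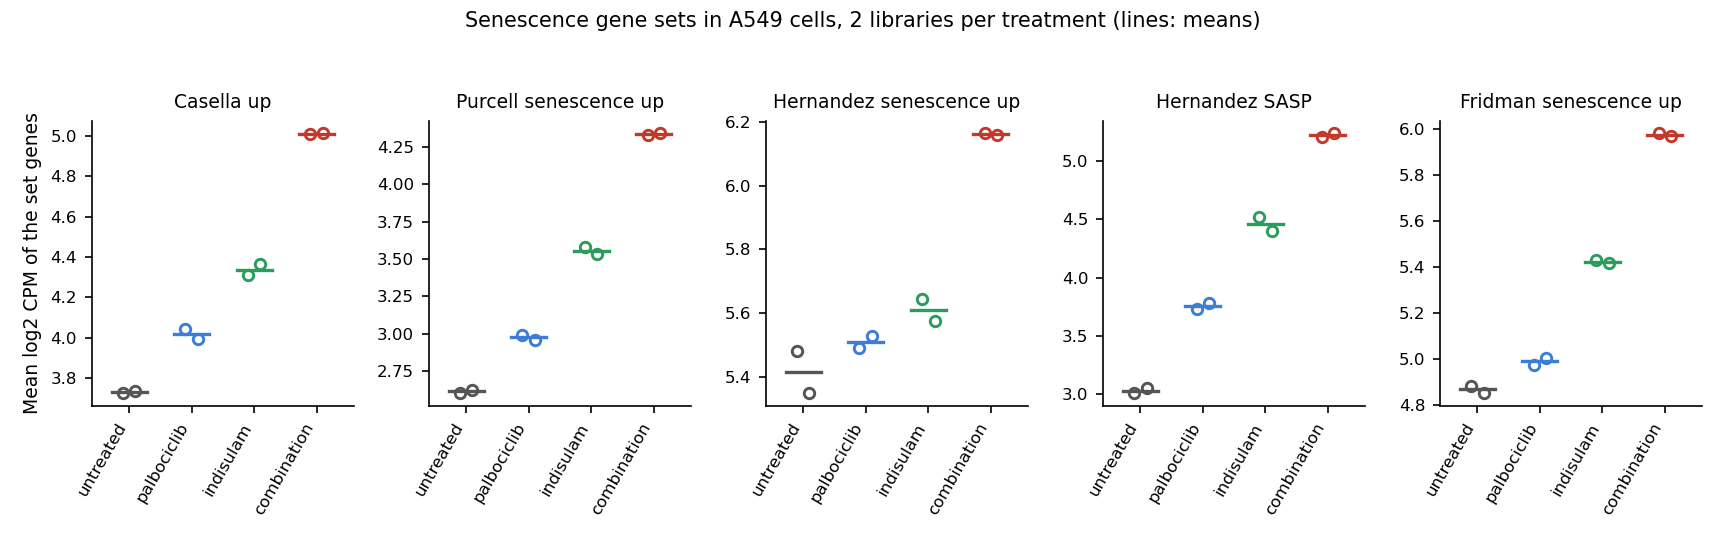
Mean log2 CPM of the genes of each senescence set in A549 cells, with a circle for each of the 2 libraries of a treatment, a line at their mean and a separate axis range for each set. In each of the 5 panels both combination libraries lie above all libraries of untreated and single-drug cells, for example at 5.21 and 5.24 for the SASP genes against 4.40 and 4.52 with indisulam alone.

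Single genes with a large increase over untreated cells follow, all coordinates being those of GENCODE release 44 on hg38. CCL2 (ENSG00000108691, chromosome 17, 34255274 to 34257208) of the SASP set rose from 0.739 ± 0.18 CPM (SD, n = 2) to 49.1 ± 1.32 CPM (SD, n = 2). Its log2 fold change was 6.04 with a standard error of 0.16 and an adjusted p = 3.81e-13 in edgeR's quasi-likelihood test. IL32 (ENSG00000008517, chromosome 16, 3065297 to 3082192) of the Purcell set had 1 and 4 counts in the untreated libraries and 277 and 300 with the combination, a log2 fold change of 6.79. LINC02154 (ENSG00000235385, chromosome X, 13266041 to 13303452), a long noncoding RNA of the Casella set, had 2 and 0 counts in untreated cells and 1312 and 1359 with the combination. It was at least 442-fold higher than the smallest level those untreated libraries can show. GDNF (ENSG00000168621, chromosome 5, 37812677 to 37840041) of the Hernandez senescence set had no counts in untreated cells and 17 and 21 with the combination, at least 6.28-fold higher than that level. It overlaps GDNF-AS1 on the other strand. From such scores against untreated and single-drug cells, the paper states that the combination enriches for senescence signatures (Fig 3G).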

Additionally, we tested the recently developed PF-0687360 compound, which is described to inhibit CDK2/4/6 [43, 44]. 

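RNA of A549 and SUM159 cells was sequenced without treatment and after PF-06873600, an inhibitor of CDK2, CDK4 and CDK6 that the paper also writes as PF-0687360, with 2 libraries per group. The sample labels give 0.5 μM for 7 days, and the paper's text states neither for RNA sequencing. SUM159 is a triple-negative breast cancer line. The authors deposited read counts per gene made in the same way as for the drug combination, and the untreated A549 libraries are shared with that experiment. The A549 libraries treated with PF-06873600 held 13060374 and 16173663 counts on genes, the untreated SUM159 libraries 16582253 and 15967162, and the treated SUM159 libraries 17106664 and 21149256, a median of 19127960 against 16274707.5 without treatment. The smallest level of 3 counts was 0.23 and 0.186 CPM in the treated A549 libraries, 0.181 and 0.188 CPM in untreated SUM159 cells and 0.175 and 0.142 CPM in treated SUM159 cells. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 1.61 for treated A549 cells, 9.05 for untreated SUM159 cells and 2.29 for treated SUM159 cells.

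Genes were tested within each cell line with edgeR's quasi-likelihood test, 15780 genes in the model of all A549 libraries and 15055 genes in a model of the 4 SUM159 libraries. With PF-06873600, 4491 genes were higher and 4392 lower in A549 and 5742 were higher and 5361 lower in SUM159 at adjusted p-values under 0.05. Same-numbered treated and untreated libraries deviated together with a correlation of 0.0415 in A549 and 0.0421 in SUM159. With the replicate number as a block, 4444 genes were higher and 4339 lower in A549, and 5812 were higher and 5474 lower in SUM159. Compared with the combination of palbociclib and indisulam in A549, PF-06873600 gave 3344 genes higher and 4830 lower, and 3301 higher and 4743 lower with the block, where the libraries correlated at -0.00916. Treatment lasted 7 days with PF-06873600 and 10 days with the combination, so drug and treatment time cannot be separated in that comparison. The share of higher calls in that comparison was 40.9% with total counts and 51.8% with TMM factors, so it depends on the scaling.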

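In A549 cells treated with PF-06873600, the NES against untreated cells was 2.06 for the SASP set, 1.89 for the Fridman set, 1.89 for the Casella set, 1.88 for the Purcell set and 1.63 for the Hernandez senescence set. The gene permutation p was 0.000153, 0.000125, 0.000137, 0.000424 and 0.0098 in this order. In SUM159 cells, the NES was 1.95 for the SASP set (23 genes tested), 1.93 for the Casella set (36 genes), 1.901 for the Purcell set (37 genes), 1.48 for the Hernandez senescence set (31 genes) and 1.45 for the Fridman set (69 genes). The gene permutation p was 0.000117, 0.000109, 0.000109, 0.0343 and 0.0154. With the replicate block these scores were 2.06, 1.89, 1.89, 1.88 and 1.63 in A549 and 1.95, 1.93, 1.902, 1.48 and 1.45 in SUM159, in the orders given. Without a filter on low counts the NES in SUM159 was 1.18 for the Fridman set and 1.27 for the Hernandez senescence set. The gene permutation p was then 0.191 and 0.134.

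Mean levels moved past the spread of replicates in both lines. The mean log2 CPM of the SASP genes rose from 3.03 ± 0.03 (SD, n = 2) to 4.64 ± 0.02 (SD, n = 2) in A549 and from 2.99 ± 0.05 (SD, n = 2) to 5.75 ± 0.03 (SD, n = 2) in SUM159. The Hernandez senescence genes rose from 5.41 ± 0.09 (SD, n = 2) to 5.84 ± 0.004 (SD, n = 2) in A549 and from 5.77 ± 0.03 (SD, n = 2) to 6.50 ± 0.02 (SD, n = 2) in SUM159. In limma's camera test, the set with a p value above 0.05 in A549 was the Hernandez senescence set, at 0.0743 with a mean log2 fold change of 0.43. In SUM159 these were the Fridman set, at 0.289 with 0.71, the SASP set, at 0.0502 with 2.76, and the Hernandez senescence set, at 0.0501 with 0.72. The Casella and Purcell sets in SUM159 stood at 0.0303 and 0.0485, and at 0.162 and 0.183 with the replicate block. With an estimated correlation, camera's p depends on the residual degrees of freedom. The 4 SUM159 libraries leave fewer than the 10 A549 libraries, and the block leaves fewer still. These p values therefore do not rank the response of the 2 lines, nor show that it depends on the pairing.

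**Figure D2:**
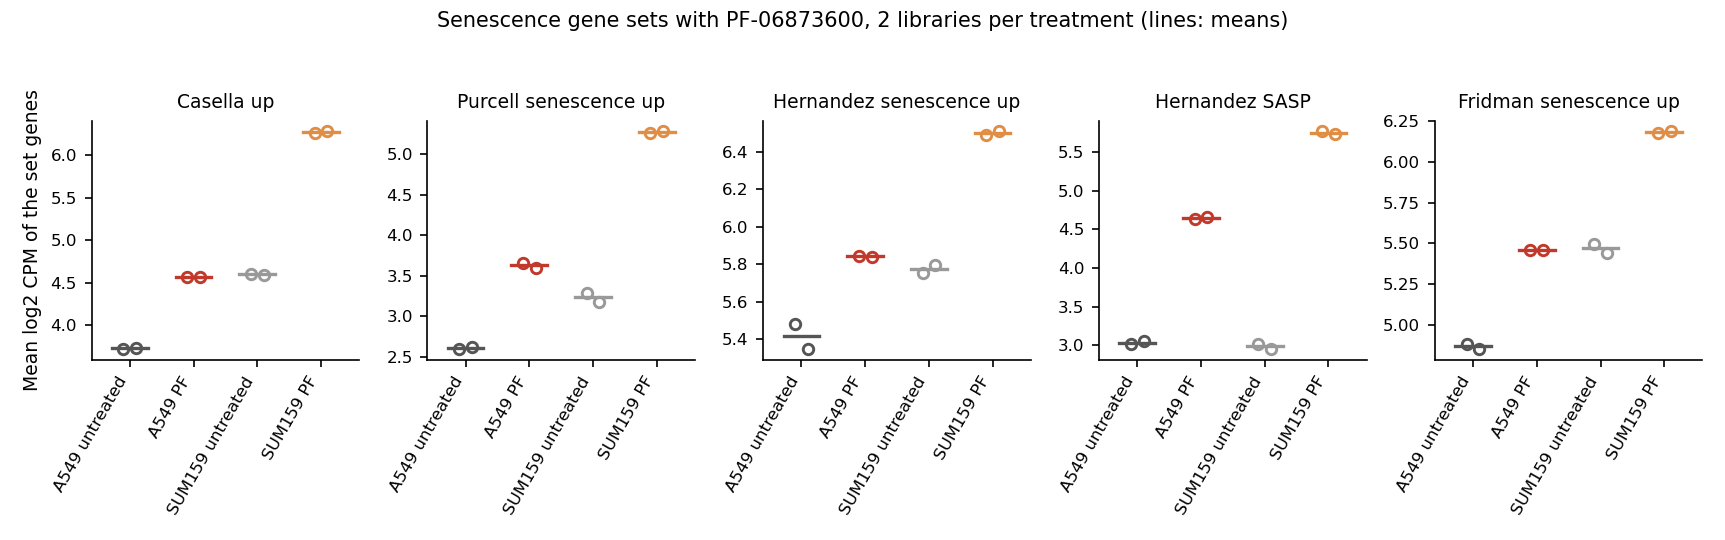
Mean log2 CPM of the genes of each senescence set in A549 and SUM159 cells with and without PF-06873600, with a circle per library, a line at the mean of 2 libraries and a separate axis range for each set. Levels compare within a cell line only, because each line has its own list of tested genes. In all 5 panels both treated libraries lie above both untreated libraries of their line, for example at 5.77 and 5.73 against 3.02 and 2.96 for the SASP genes in SUM159.

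Among single genes, CXCL1 (ENSG00000163739, chromosome 4, 73869393 to 73871308 of hg38 in GENCODE release 44) of the SASP set rose in SUM159 from 1.85 ± 0.397 CPM (SD, n = 2) to 338 ± 1.48 CPM (SD, n = 2). Its log2 fold change was 7.51 with a standard error of 0.10 and an adjusted p = 3.41e-16 from edgeR. P4HA2 (ENSG00000072682, chromosome 5, 132190147 to 132295315) of the Hernandez senescence set rose by 3.11 on the log2 scale in SUM159, with a standard error of 0.06, and it overlaps PDLIM4 on the other strand. IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836816) of the Purcell set had 6 counts in each untreated SUM159 library and 402 and 515 after treatment, a log2 fold change of 5.99. In A549, CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687337), which encodes p21 and belongs to the Fridman set, rose from 41.4 ± 3.19 CPM (SD, n = 2) to 514 ± 13.8 CPM (SD, n = 2). Its log2 fold change was 3.63 with a standard error of 0.07 and an adjusted p = 1.16e-13 from edgeR.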

Treatment with PF-0687360 led to an increase of SA-β-gal positive cells in SUM159 and A549 (S3F, S3G Fig in S1 File) as well as enrichment in senescence signatures (S3I Fig in S1 File), further validating inhibition of CDK2 with CDK4/6 as a senescence inducing combination.

### Combination of indisulam and palbociclib impairs tumor growth *in vivo*

To extend the findings to an *in vivo* model, we tested if *CDK2* loss leads to growth arrest when combined with palbociclib treatment in mice xenografts. We generated *CDK2* KO clones in A549 and CAL-51 cells and then engrafted A549 subcutaneously and CAL-51 orthotopically in NMRI nude mice. However, *CDK*2 seems to be essential for growth *in vivo* as the growth of *CDK2* knock-out tumors was severely impaired, making genetic validation technically not feasible (S4A, S4B Fig in S1 File). We then proceeded to test the combination of palbociclib and indisulam *in vivo*. Firstly, we performed a PK/PD experiment and determined that both drugs were stable in plasma (S4C, S4D Fig in S1 File). Next, we engrafted A549 cells subcutaneously and treated the mice with vehicle, palbociclib, indisulam or the combination. We observed a reduction in tumor growth in animals treated with the drug combination compared to the single treatments (Fig 4A). Furthermore, immunohistochemical analysis showed decrease of the proliferation marker Ki67 and increase of the CDK inhibitor p21 in tumors treated with the drug combination, compared to single treatments or control groups (Fig 4B and 4C). We conclude that the combination of indisulam and palbociclib is well tolerated in vivo and leads to impaired tumor growth and reduced proliferation.

**Fig 4:**
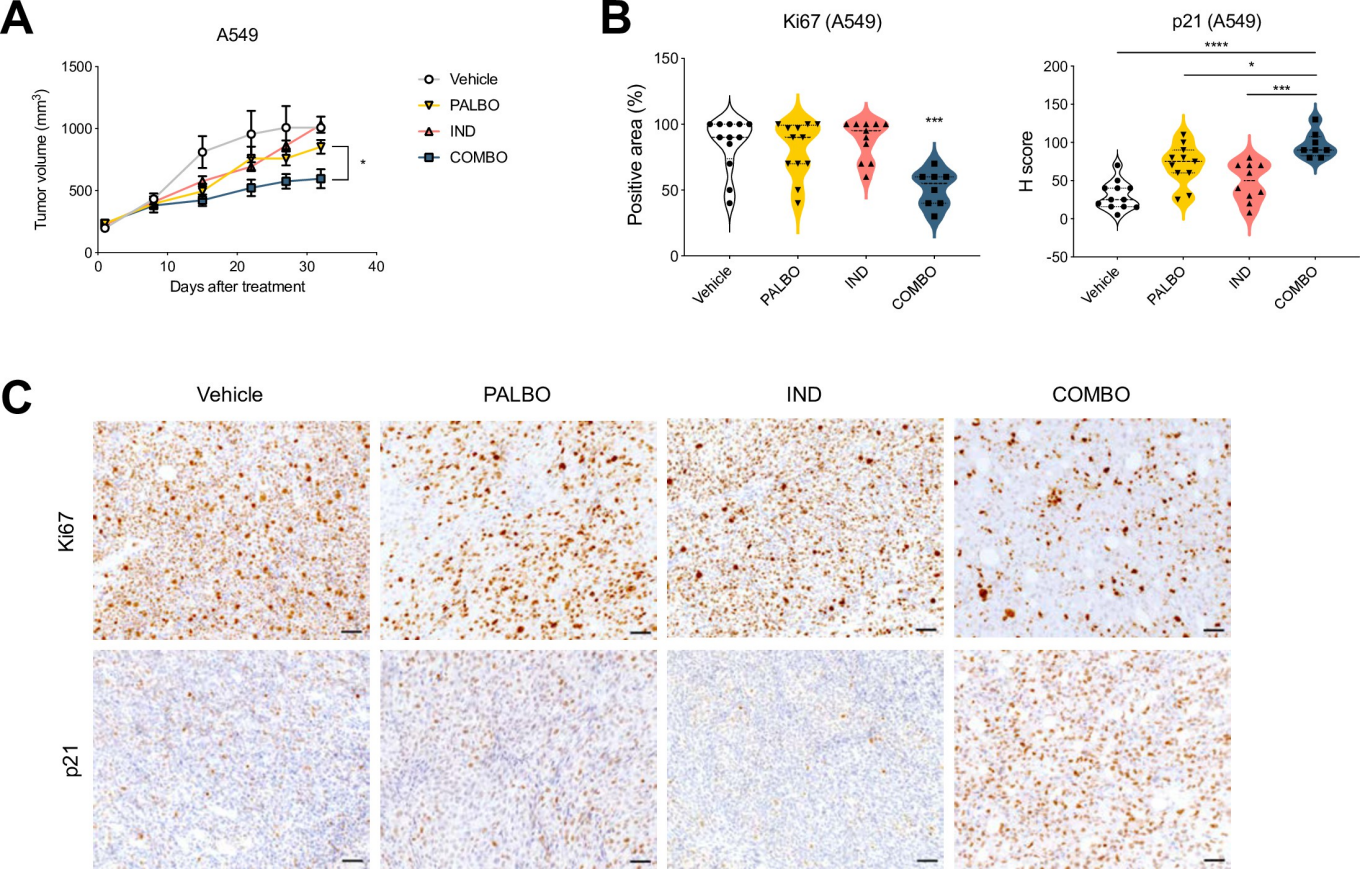
Combination of indisulam and palbociclib impairs tumor growth *in vivo*. **A** Tumor growth of A549 xenografts in NMRI nude mice. Upon tumors reaching 200 mm³ the mice were randomly assigned to treatment with vehicle, indisulam, palbociclib or combination. Palbociclib was administered by oral gavage daily at 100 mg/kg and indisulam by intraperitoneal injection three times per week at 5 mg/kg. Every group consisted of 8–12 mice. Error bars indicate SEM. Tumor volumes of palbociclib and combination treated mice at end point were analysed using unpaired t-test (*p<0.05). **B** Quantification of IHC staining for Ki67 and p21 of A549 tumor xenografts (n = 8–12). Positive area of the tumor was quantified in tumors treated with vehicle, palbociclib, indisulam or combination. One-way ANOVA was performed with Dunnett’s post-hoc test (*p<0.05; ***p<0.001; ****p<0.0001). For the Ki67 staining, combination is compared to vehicle or single treatments. **C** Representative images from (B) of IHC staining for Ki67 and p21 of A549 tumor xenografts treated with vehicle, palbociclib, indisulam or combination. Images were taken at 20x magnification and the scale bar indicates 50 μm.

### Indisulam prevents activation of CDK2 leading to cell cycle arrest when combined with palbociclib

To better understand the effects of indisulam on CDK2 we first performed an *in vitro* kinase activity assay. In short, we added indisulam to different cyclin/CDK complexes in vitro and measured the kinase activity as previously described [45]. We did not observe a direct and specific inhibition of CDK2 by indisulam, which was in line with previous reports on indisulam being an indirect CDK2 inhibitor (S5A Fig in S1 File). Recently, indisulam has been characterized as a molecular degrader, bringing together a splicing factor RBM39 with DCAF15 substrate receptor of CUL4a/b ubiquitin ligase complex [36]. This leads to ubiquitination and proteasomal degradation of RBM39, leading to accumulation of splicing errors. We therefore asked whether RBM39 degradation plays a role in the senescence induction by palbociclib and indisulam. Indeed, we observed a degradation of RBM39 in cells treated with indisulam or the combination with palbociclib (Fig 5A). To understand if the combination effect of palbociclib and indisulam is dependent on RBM39 we used shRNAs to knock down RBM39 (Fig 5B). We observed that cells with reduced RBM39 expression and treated with palbociclib showed a reduction in growth (Fig 5C) and became positive for SA-β-gal staining (Fig 5D and 5E). This suggests that the senescence induction upon indisulam and palbociclib treatment is mediated through RBM39 degradation.

**Fig 5:**
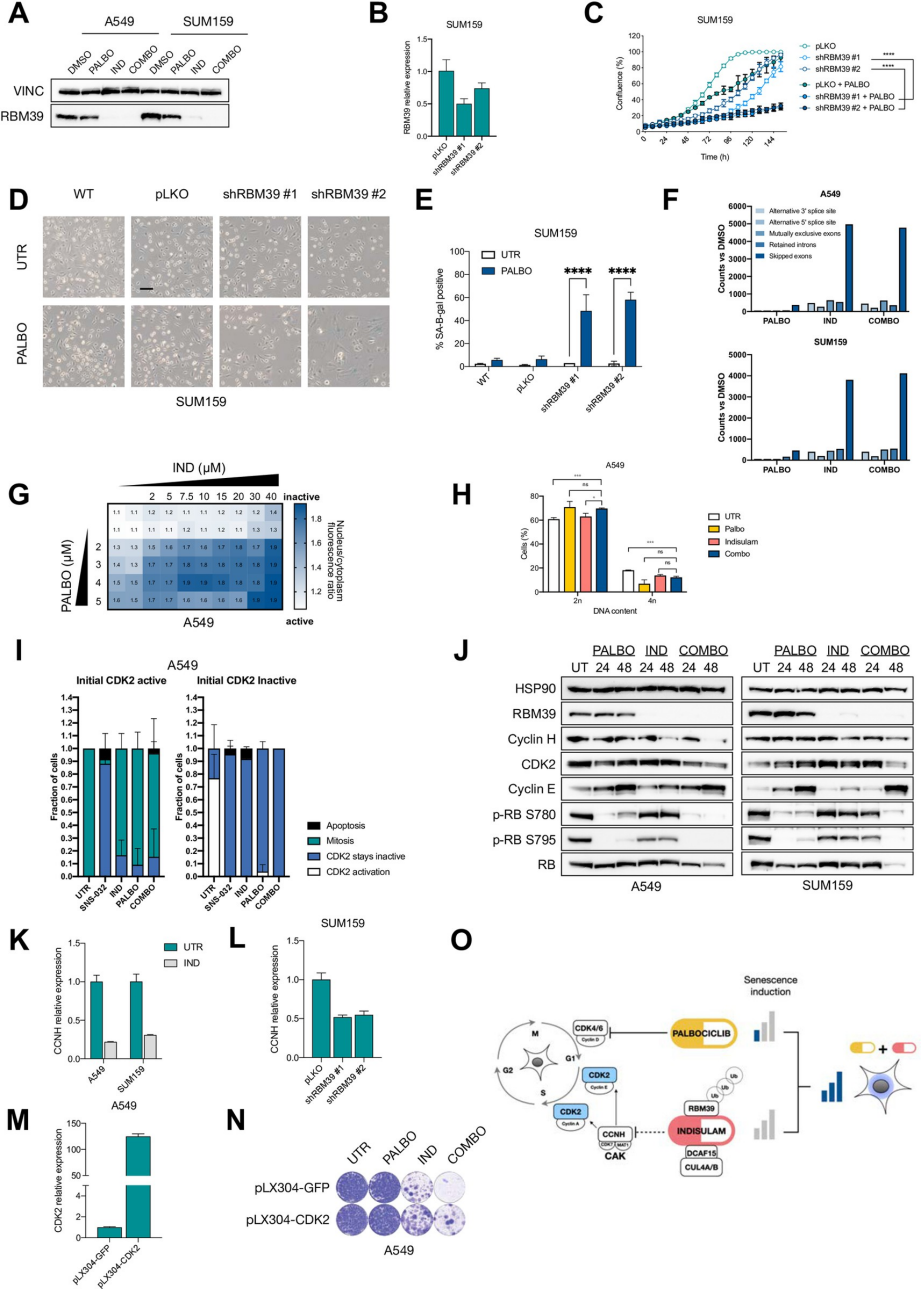
Indisulam prevents activation of CDK2 leading to cell cycle arrest when combined with palbociclib. **A** Western blot analysis of RBM39 in SUM159 and A549 cells treated with palbociclib, indisulam or combination. SUM159 were treated with 0.5 μM of palbociclib and 2 μM indisulam and A549 with 2 μM palbociclib and 0.5 μM indisulam for 12 days. Vinculin was used as a loading control. Representative images of three independent experiments are shown (n = 3). **B-E** RBM39 was knocked-down in SUM159 cells with two independent shRNAs. **B** qPCR analysis of RBM39 normalized to housekeeping gene RPL13 in SUM159. Mean of three technical replicates is shown and error bars indicate standard deviation. **C** Proliferation assay was performed in RBM39 knock-down and control SUM159 using 0.25 μM of palbociclib. Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars indicate standard deviation. The end point confluency of all conditions were analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **D** SA-β-gal staining in RBM39 knock-down and control SUM159 cells treated with 0.125 μM of palbociclib for 10 days. Scale bar indicates 100 μm. Representative images of two independent experiments are shown (n = 2). **E** Quantification of SA-β-gal positive cells shown in **D**. SUM159 cells were treated for 10 days with 0.125 μM of palbociclib. Bars represent mean ± SD of triplicates. Data was analysed using two-way ANOVA with Šidák’s post-hoc test (**** p< 0.0001). **F** Quantification of splicing errors in RNA-sequencing data in A549 and SUM159 cells treated for 16h with 2 μM palbociclib, 3 μM indisulam and the combination, in technical duplicates. Bars represent counts compared to untreated samples. **G** A549 cells expressing a CDK2 reporter DHB-iRFP and H2B-GFP were treated with a matrix of different concentrations of palbociclib (2–5 μM) and indisulam (2–40 μM). After 24h, CDK2 reporter localization and nuclei were imaged by spinning disk microscopy, and the nucleo/cytoplasmic distribution of the CDK2 reporter was analyzed using ImageJ. Matrix shows the average CDK2 reporter ratio of two independent experiments (n = 2). **H** Flow cytometry analysis of A549 cells treated with 5 μM of palbociclib, 40 μM of indisulam or combination for 24h. Mean of three technical replicates representative of two independent experiments (n = 2) is shown and error bars represent standard deviation. Unpaired t-test was performed (*p<0.05; **p<0.01). **I** A549 cells expressing CDK2 reporter DHB-iRFP and H2B-GFP were treated with 10 μM of SNS-032, 40 μM of indisulam or 5 μM palbociclib and immediately imaged for 24h. CDK2 activity was quantified in cells with initial high CDK2 activity (left plot) and cells with initial low CDK2 activity (right plot). At least 10 cells per condition were quantified and results show the mean of two independent experiments (n = 2). Error bars indicate standard deviation. **J** Western blot analysis of A549 and SUM159 cells treated with 2 μM palbociclib, 5 μM indisulam and the combination for either 24 or 48 hours. HSP90 was used as a loading control. Representative images of three independent experiments are shown (n = 3). **K** qPCR analysis of A549 and SUM159 cells treated with 3 μM of indisulam for 24h. CCNH expression was normalized to the housekeeping gene RPL13. Mean of three technical replicates is shown and error bars indicate standard deviation. **L** qPCR analysis of SUM159 cells harbouring shRBM39 or control cells for CCNH (as in B). Expression was normalised to the housekeeping gene RPL13. Mean of three technical replicates is shown and error bars indicate standard deviation. **M** qPCR analysis of CDK2 overexpressing A549 cells compared to GFP control cells. Expression was normalized to the housekeeping gene RPL13. Mean of three technical replicates is shown and error bars indicate standard deviation. **N** Long term colony formation assay of CDK2 and GFP overexpressing A549 cells treated with 0.5 μM palbociclib, 0.5 μM indisulam and the combination for 10 days. **O** Schematic overview of palbociclib and indisulam senescence induction. Palbociclib inhibits CDK4/6 leading to weak senescence induction and increased dependence on CDK2 for cell cycle progression. Indisulam induces RBM39 degradation through DCAF15 and CUL4A/B leading to splicing errors and downregulation of CCNH. As CCNH is part of CDK2 activating CAK complex, indisulam treatment prevents the activation of CDK2 through CAK. Combination of palbociclib and indisulam therefore induces strong senescent phenotype in cancer cells.

To characterize splicing errors downstream of RBM39 degradation we treated A549 and SUM159 cells with indisulam, palbociclib or the combination and collected an RNA-seq data. Upon quantifying the splicing errors (see Methods) we detected an increase of splicing errors in indisulam-treated and combination-treated cells with skipped exons being the most common splicing error class detected (Fig 5F).

To elucidate how indisulam-induced splicing errors affect CDK2 activity, we made use of a CDK2 reporter construct that changes its subcellular localization depending on CDK2 activity [46]. Cells with low CDK2 activity show fluorescence in the nucleus and cells with active CDK2 show fluorescence in the cytoplasm. Upon 24 hours treatment with a matrix of increasing concentrations of indisulam, palbociclib and the combination we imaged fixed cells and determined the nuclear and cytoplasmic fluorescence signal, indicative of CDK2 activity. We observed a decrease of CDK2 activity in cells treated with the combination of indisulam and palbociclib (Fig 5G). To exclude a potential confounding effect of cell cycle arrest leading to reduced CDK2 activity in the combination treatment, we performed a FACS-based experiment using the concentrations of indisulam and palbociclib that showed reduced CDK2 activity in the imaging experiment.We did not observe cell cycle differences between the single treatments and the combination after 24h (Fig 5H), which indicates that CDK2 inactivation happens upstream of cell cycle arrest.

To investigate the dynamic of CDK2 inactivation upon treatment we performed a live imaging experiment using CDK2 reporter cells. We included a positive control, a CDK1/2 inhibitor SNS-032. After beginning the imaging, the drugs were added and cells were followed through their next cell cycle. We first followed the cells that showed the fluorescence signal in the cytoplasm, indicative of active CDK2. We observed inactivation of CDK2 when we added SNS-032, but not the other drugs. Next, we followed the cells that showed fluorescence in the nucleus, and therefore had low activity of CDK2. We observed that treatments with SNS-032 and palbociclib prevented CDK2 activation, as expected. Remarkably, treatment with indisulam prevented CDK2 activation as well (Fig 5I).

When examining the effects of the combination treatment on the cell cycle proteins we observed a stronger reduction in phosphorylated RB in the combination treated cells (Fig 5J and S5B Fig in S1 File). While levels of total CDK2 were only slightly reduced, the difference is likely in the levels of active CDK2. Additionally, Cyclin E levels were increased upon palbociclib treatment, which can be explained by reduced CDK2 activity regulating cyclin E levels [47, 48]. We also observed a decrease in Cyclin H, a member of the CDK activating complex (CAK). CAK phosphorylates and activates CDK2 and we hypothesized that indisulam-induced downregulation of Cyclin H could prevent CDK2 activation. To this end, we tested the expression levels of *CCNH* upon treatment with indisulam using qPCR and observed a downregulation in both A549 and SUM159 cells (Fig 5K). Additionally, cells with knockdown of RBM39 also showed a reduction in *CCNH* (Fig 5L). This might indicate that indisulam-induced *CCNH* downregulation prevents CDK2 activation through the CAK complex inactivation. We then analyzed the RNA-seq data generated in Fig 5F by performing a kinase enrichment analysis [49]. Genes associated with CDK1 and CDK2 were over-represented in the list of differentially expressed genes in A549 and SUM159 cells treated with indisulam (S5C Fig in S1 File). This further indicates that treatment with indisulam reduces the activity of CDK2. To confirm the effect of indisulam on CDK2, we overexpressed CDK2 in A549 cells using both transient transfection (Fig 5M) and stable integration of lentiviral vectors (S5D Fig in S1 File). We observed an increase in proliferation rescuing the senescence induction in cells that overexpressed CDK2 compared to control cells (Fig 5N and S5E Fig in S1 File). Senescence induction was not fully rescued by CDK2 overexpression, which is in line with the observation that the activity and not only abundance of CDK2 determine senescence induction. Furthermore, CDK2 independent effects of indisulam might play a role in senescence induction as well. Taken together, indisulam downregulates *CCNH*, which prevents CDK2 activation and leads to senescence induction when combined with palbociclib (Fig 5O).

## Discussion

Since proliferation of cancer cells depends heavily on the core components of the cell cycle machinery, inhibitors of CDKs could have significant anticancer activity in many tumor types. However, translating the success of CDK4/6 inhibitors from HR+ breast cancer to other cancer types has been hampered by intrinsic resistance [23, 50]. Here we identify a treatment strategy that exploits the synergy between CDK2 loss (i.e., indisulam treatment) and palbociclib treatment in induction of senescence in a diverse panel of cell lines.

Genetic screens are a powerful tool to identify genetic dependencies in an unbiased manner [51]. Here, we identified *CDK2* loss as an enhancer of the palbociclib effect using genetic screens in three TNBC cell lines. We further validated this interaction in a diverse panel of cell lines, demonstrating that this synergy shows little context dependency. The interaction between *CDK2* loss and CDK4/6 inhibition is not surprising, as CDK2 acts downstream of CDK4/6 in the cell cycle progression. Furthermore, the majority of clinically relevant resistance mechanisms to CDK4/6 inhibition, such as loss of RB and overexpression of *CCNE [20]*, could be circumvented by CDK2 inhibition. As such, *CDK2* depletion was previously shown to re-sensitize both CDK4/6 inhibitor sensitive and resistant cells [22, 24, 43, 52, 53].

Unfortunately, the lack of a specific CDK2 inhibitor has until now prevented exploiting the synergy between CDK2 inhibition and CDK4/6 inhibition. In spite of this, multiple targeting strategies were previously described to increase sensitivity to CDK4/6 inhibition, such as using a multi CDK inhibitor roscovitine [24], knock-in of analog-sensitive CDK2 [22] and use of triple CDK2/4/6 inhibitor PF-06873600 [43, 44]. Unfortunately, the use of roscovitine in the clinic is hindered by off-target effects and toxicity, and analog-sensitive CDK2 lacks translational potential. Even though PF-06873600 is in clinical development (phase 1 clinical trial ongoing: NCT03519178), the compound also inhibits CDK1, which might lead to toxicity as seen with other multi-CDK inhibitors [43]. Interestingly, comparing palbociclib to two other CDK4/6 inhibitors abemaciclib and ribociclib shows that abemaciclib is more effective compared to palbociclib and ribociclib, possibly due to the notion that it also targets CDK2 [45]. However, both intrinsic and acquired resistance are still an issue, indicating a need for a different therapeutic strategy. We propose using the indirect CDK2 inhibitor indisulam, which has previously shown a favorable toxicity profile in the clinic. We demonstrate that combination of palbociclib and indisulam induces senescence in a diverse cell line panel, which points to a broad applicability across tumor types. Additionally, our preliminary data indicate that the combination can be effective in vivo.

Even though indisulam was described as an indirect CDK2 inhibitor, later studies revealed that it targeted a splicing factor—RBM39—for degradation. Interestingly, we observed an effect of indisulam on CDK2 activity only in cells where CDK2 is initially inactive, indicating that indisulam prevents CDK2 activation. Regulation of CDK2 activity is based on its interaction with cyclins, removal of inhibitory phosphorylation by CDC25 and activating phosphorylation by the CDK Activating Kinase (CAK) complex. We observed that cyclin H, which is a part of the CAK complex, is downregulated upon indisulam treatment in an RBM39 dependent manner. As we observed no splicing errors in *CCNH* transcripts or other CDK2 regulators, it is still unclear how reduction of RBM39 leads to *CCNH* downregulation. As *CCNH* is an essential gene, loss of function genetic experiments are technically challenging to perform. Additionally, other CDKs might be involved in senescence induction through indisulam since CAK regulates CDK1, 4 and 6 in addition to CDK2. Furthermore, as activity and not amount of CDK2 seems to play a role in indisulam sensitivity, overexpression of CDK2 is at best expected to partially rescue the senescence induction, which is indeed what we observed here. Lastly, we observed accumulation of thousands of splicing errors in cells treated with indisulam, which might sensitize the cells to palbociclib in CDK2 independent manner and further explain the partial rescue of CDK2 overexpression.

Combining palbociclib with indisulam might be a potential treatment strategy for cell types that are intrinsically resistant to palbociclib. In addition, acquired resistance to palbociclib has been shown to be reversed by depleting CDK2. For example, loss of RB leads to resistance to palbociclib and the combination of palbociclib with a MEK inhibition [26]. However, RB deficient cells are still sensitive to knockdown of CDK2 [53]. It is therefore likely that the combination of palbociclib and indisulam would still be effective in palbociclib resistant cells, although the mechanism of senescence induction in RB deficient cells is not yet well understood. Furthermore, recent reports on Cyclin D regulation described *AMBRA1* loss as a resistance mechanism to CDK4/6 inhibition [54], but as those cells still depend on CDK2 activity, combination with indisulam could still be effective. Senescence induction is increasingly in focus as a potential cancer therapeutic strategy, supported by the findings that senolytic compounds can be effective in eradicating senescent cancer cells [6]. Here, we have shown that senescence induction by palbociclib and indisulam sensitizes the cells to the established senolytic drug navitoclax. Finally, senescent cells attract immune cells, and together with the notion that indisulam induced splicing errors could lead to generation of neoantigens, the combination of senescence induction and immunotherapy might be a potential future treatment strategy [26, 55].

### 2. Supplemental table

List of senescence gene signatures and gene sets of genes unregulated in senescence used to assess the senescence state through RNA sequencing

### 3. Supplemental images

Uncropped Western blot images shown in figures and supplemental figures

### Materials availability

Plasmid generated in this study is available from the corresponding authors upon request.

## Methods

### Cell lines

TNBC cell line CAL-51 was grown in DMEM (Gibco) supplemented with 20% fetal bovine serum (FBS, Serana), 1% penicillin-streptomycin (P/S, Gibco) and 2mM L-glutamine (Gibco). TNBC cell line CAL-120 was grown in DMEM supplemented with 10% FBS, 1% P/S and 2 mM L-glutamine. TNBC cell line HCC1806, lung cancer cell lines A549 and H2122, colon cancer cell lines DLD-1 and RKO were grown in RPMI (Gibco) supplemented with 10% FBS, 1% P/S and 2 mM L-glutamine. TNBC cell line SUM159 was grown in DMEM/F12 (Gibco) supplemented with 10% FBS, 1% P/S, 5 μg/ml insulin (Sigma-Aldrich) and 1μg/ml hydrocortisone (Sigma-Aldrich).

HCC1806, A549, RKO, H2122 and DLD-1 were purchased from ATCC. SUM159 was a gift from Metello Innocenti (NKI, Amsterdam). CAL-51 and CAL-120 were obtained from DSMZ. All cell lines were regularly tested for mycoplasma contamination using a PCR assay and STR profiled (Eurofins).

### Compounds and antibodies

Palbociclib, indisulam and ABT-263 were purchased from MedKoo (Cat:#123215, #201540 and #201970). PF-06873600 was purchased from Selleck chem. Antibodies against CDK2 and tubulin were purchased from Abcam. Antibodies against vinculin and p-H2AX S139 were purchased from Sigma Aldrich. Antibodies against p-RB S780, p-RB S795, RB (9309-4H1), Lamin B1, Cyclin H and Cyclin E were purchased from Cell Signalling Technology. Antibodies against HSP90 and p21 were purchased from Santa Cruz Biotechnology. Antibody against RBM39 was purchased from Atlas Antibodies. Antibody against p16 was purchased from Proteintech.

### Kinome dropout shRNA screens

TNBC cell lines CAL-51, CAL-120 and HCC1806 were screened using a kinome shRNA library targeting 518 human kinases and 17 kinase-related genes. The kinome library was assembled from the RNAi Consortium (TRCHs 1.5 and 2.0) shRNA collection and included 243 hairpins targeting essential and 272 targeting non-essential genes. Upon generating lentiviral shRNA vectors, CAL-51, CAL-120 and HCC1806 cells were infected using a low infection efficiency of <30%, reference sample t = 0 was collected and cells were then cultured in the presence or absence of palbociclib (0.4 μM for CAL-51, 1 μM for CAL-120 and 0.2 μM for HCC1806), while maintaining 1000x coverage of the library. shRNA sequences were then recovered by PCR from genomic DNA, and the abundance was quantified by deep sequencing. The analysis was performed using DESeq [56]. Hit selection was done in two steps: initially the hits were selected based on the comparison of treated to untreated arm with the criteria of at least two shRNAs per gene with log2 fold change <-1, FDR <0.1 and baseMeanA > 100 and no hit shRNAs in the opposite direction. To exclude the shRNAs that are increased in the untreated condition, instead of decreased in treated compared to reference t = 0 sample, we performed an additional selection step in which sgRNA should have log2 fold change < -1 in treated condition compared to reference t = 0 condition. Hits that overlapped between the three cell lines were prioritized for validation.

### Plasmids

The lentiviral shRNA vectors were selected from the arrayed TRC human genome-wide shRNA collection in pLKO backbone. shRNA targeting CDK2 #1: CTATGCCTGATTACAAGCCAA, shRNA targeting CDK2 #2: GCCCTCTGAACTTGCCTTAAA, shRNA targeting RBM39 #1: GCCGTGAAAGAAAGCGAAGTA, shRNA targeting RBM39 #2: GCTGGACCTATGAGGCTTTAT. Single gRNAs were cloned into LentiCRISPR 2.1 plasmid [57] by BsmBI (New England BioLabs) digestion and Gibson Assembly (New England BioLabs); control sgRNA: ACGGAGGCTAAGCGTCGCAA, sgRNA targeting CDK2 #1: GTTCGTACTTACACCCATGG, sgRNA targeting CDK2 #2: CATGGGTGTAAGTACGAACG. For overexpression experiments pLX304-Blast-V5 were used, with either GFP or CDK2 (ID ccsbBroad304_00276). Additionally, pCMV-GFP (Addgene #11153) and pCMV-CDK2 [58] were used to transiently transfect the target cells.

### Lentiviral transduction

Second generation lentivirus packaging system consisting of psPAX2 (Addgene #12260), pMD2.G (Addgene #12259) and pCMV-GFP as transfection control (Addgene #11153) was used to produce lentivirus particles. After transient transfection in HEK293T cells using polyetylenamine (PEI), lentiviral supernatant was filtered and used to infect target cells using 8 mg/ml polybrene. After infection, the cells were selected with 2 mg/ml puromycin or 10 mg/ml blasticidin. After 48-72h or until non-transduced control cells were dead, the selection was complete.

### RNA sequencing and GSEA

Total RNA was extracted with RNeasy mini kit (Qiagen, cat# 74106) including a column DNase digestion (Qiagen, cat#79254), according to the manufacturer’s instructions. Quality and quantity of total RNA was assessed by the 2100 Bioanalyzer using a Nano chip (Agilent, Santa Clara, CA). Total RNA samples having RIN>8 were subjected to library generation. Strand-specific libraries were generated using the TruSeq Stranded mRNA samples preparation kit (illumine Inc., San Diego, RS-122-2101/2) according to manufacturer’s instructions (Illumina, part #15031047 Rev.E). Briefly, polyadenylated RNA from intact total RNA was purified using oligo-dT beads. Following purification, the RNA was fragmented, random primed and reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen, part # 18064–014) with the addition of Actinomycin D. Second strand synthesis was performed using Polymerase I and RNaseH with replacement of dTTP for dUTP. The generated cDNA fragments were 3’ end adenylated and ligated to Illumina Paired-end sequencing adapters and subsequently amplified by 12 cycles of PCR. The libraries were analyzed on a 2100 Bioanalyzer using a 7500 chip (Agilent, Santa Clara, CA), diluted and pooled equimolar into a multiplex sequencing pool. The libraries were sequenced with single-end 65bp reads on a HiSeq 2500 using V4 chemistry (Illumina inc., San Diego).

For the analysis, reads were first aligned to a reference genome (hg38) and the datasets were normalized for sequence depth using a relative total size factor. We then performed gene set enrichment analysis (GSEA) using GSEA software [59] with log2FoldChange ranked list as an input. The GSEA preranked tool was used to run the analysis. 

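The gene lists in S1 Table were matched to the Ensembl identifiers of the count files by symbol. The Casella list has 43 genes, the Purcell list 44, the Hernandez senescence list 32, the Hernandez SASP list 28 and the Fridman list 77. Through current symbols, and older symbols for 3 Casella, 1 Purcell, 2 Hernandez senescence and 2 Fridman genes, every listed gene was matched except 2 of the Purcell list, whose entries match no symbol as written. After the filter on low counts, 41 Casella, 34 Purcell, 31 Hernandez senescence, 21 SASP and 71 Fridman genes were ranked in A549. Of 207 genes, 15 occur in more than 1 list. Shared genes make up 9 of the 28 SASP genes, 9 of the Fridman, 5 of the Casella, 5 of the Purcell and 2 of the Hernandez senescence genes.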

We used two senescence gene signatures [2, 39] as well as gene sets of genes upregulated in senescence from [40, 41] to assess enrichment of senescence- associated genes (S1 Table).

In genetic experiments we compared sgCDK2 cells treated with palbociclib with untreated cells and for pharmacological experiments cells treated with palbociclib and indisulam to untreated cells or single treatments. When using PF-0687360 we compared cells treated with the compound to untreated cells. All experiments were performed in duplicates. The *P*-value estimates the statistical significance of the enrichment score and is shown in the figure, unless *P* < 0.001.

### Splicing error quantification

The RNA was isolated and libraries were prepared as described above. The libraries were sequenced with 75bp paired-end reads on a NextSeq550 using the High Output Kit v2.5, 150 Cycles (Illumina Inc., San Diego). For the analysis, sequences were demultiplexed and adapter sequences were trimmed from using SeqPurge [60]. Trimmed reads were aligned to GRCh38 using Hisat2 [61] using the prebuilt genome_snp_tran reference. Splice event detection was performed using rMats version 4.0.2 by comparing the replicates of the treated groups to the replicates of the untreated group [62]. rMats events in the different categories were considered significant when the following thresholds were met: having a minimum of 10 reads, an FDR less than 10% and an inclusion-level-difference greater than 10%, as described earlier [63].

### Kinase enrichment analysis

RNa-seq data generated from the splicing experiment was filtered for adjusted p-value <0.05 and analysed using the Enrichr software [64] using kinase enrichment analysis [49].

### CDK2 activity experiments

CDK2 reporter DHB-iRFP was modified from DHB-Venus (Addgene #136461) [46]. Venus was replaced for iRFP713 through Gibson Assembly. In brief, iRFP713 was amplified adding sequence homology and assembled into the BamHI and HpaI sites of the original CDK2 reporter plasmid. The following primers were used to amplify iRFP713; F:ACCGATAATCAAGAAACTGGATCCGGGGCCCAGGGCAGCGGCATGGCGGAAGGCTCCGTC R: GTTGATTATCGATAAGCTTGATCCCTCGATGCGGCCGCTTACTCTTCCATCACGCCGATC.

A549 cells were stably transduced with a lentiviral vector containing H2B-GFP (Addgene #25999) and a lentiviral vector containing DHB-iRFP, and subsequently GFP/iRFP double positive cells were isolated by FACS. In order to determine CDK2 activity following 24h drug treatment, cells were seeded in 96 well plate, treated with indisulam and palbociclib for 24h and then imaged on a spinning disc microscope using Andor 505 Dragonfly system equipped with 20x 0.75 NA objective and Zyla 4.2+, sCMOS camera. CDK2 activity was determined by calculating the nucleo/cytoplasmic ratio of the CDK2 reporter, using a custom macro for ImageJ, as described before [65]. For real-time analysis of CDK2 activity immediately following drug treatment, cells were seeded in chambered covered slides (LabtekII), and subsequently imaged for 25h. Inhibitors were added following the first round of image acquisition. Imaging was performed using a Deltavision Elite (Applied Precision) that was maintained at 5% CO_2_ and 37°C, equipped with a 20x 0.75 NA lens (Olympus) and cooled Hamamatsu ORCA R2 Black and White CCD-camera.

### Flow cytometry

A549 cells were treated for 24h with indicated doses of palbociclib and indisulam. Cells were then harvested, fixed in ice cold 70% ethanol and stained with DAPI 8 μg/ml in PBS. Samples were acquired with LSRFortessa (BD Biosciences) and analysis was performed with FlowJo10 software. Single cells were gated via DAPI-A and DAPI-H signals and DNA content was gated based on DAPI-A histogram profile.

### Western blot

Cells were lysed using RIPA buffer and protein was extracted and quantified using BCA assay (Pierce). Loading buffer and reducing agent (both Thermo Fisher) were added to the samples, which were then boiled for 5 min at 95°C. The samples were resolved on a 5–15% Bis-Tris gel (Thermo Fisher) followed by blotting. Membranes were incubated with primary antibodies diluted to 1:1000 in 5% BSA. Secondary antibodies were used at 1:10000 dilution and were purchased from Biorad. Signal was visualized by the ECL solution (Biorad) using the ChemiDoc Imaging system (Biorad). To quantify, the intensity of each band was measured using ImageJ and normalized to the loading control and untreated condition. All uncropped Western blot images are provided as supplemental material (Supplemental Images 1).

### Kinase inhibition assay

Inhibition of CDK/cyclin complexes by indisulam was measured by Z’LYTE—SelectScreen Kinase Profiling Services (ThermoFisher). Briefly, CDK/cyclin complexes were incubated with indisulam, substrates and ATP. The kinase activity of the CDK/cyclin complex was measured as ATP consumption, as described in detail previously [45].

### Quantitative reverse transcription PCR

RNA was extracted using Isolate II Mini kit (Bioline), following manufacturer’s instructions. cDNA was generated using SensiFast cDNA synthesis kit (Bioline) following manufacturer’s instructions. For qPCR reaction 1 μg of cDNA was used with SensiFast Sybr Lo-Rox mix (Bioline) and respective primer pair. All reactions were performed in triplicates and the results were analyzed using the deltadelta Ct method. The sequences of primers used are as follows:

*RPL13* forward GGCCCAGCAGTACCTGTTTA, *RPL13* reverse AGATGGCGGAGGTGCAG, *RBM39* forward GTCGATGTTAGCTCAGTGCCTC, *RBM39* reverse ACGAAGCATATCTTCAGTTATG, *CCNH* forward TGTTCGGTGTTTAAGCCAGCA, *CCNH* reverse TCCTGGGGTGATATTCCATTACT.

### Senescence associated B-galactosidase staining

Cells were stained using the Senescence Cells Histochemical Staining kit (CS0030) from Sigma Aldrich according to the manufacturer’s instructions. Stained cells were imaged at 100x magnification and at least 3 pictures per condition were taken. The staining was quantified by counting at least 100 cells from 3 independent images. To evaluate the increase in SA-β-gal positive cells in combination treatment compared to individual drug treatments we performed one-way ANOVA comparing each treatment group to the combination.

### Colony formation assay and proliferation assay

Cells were plated in 6-well plates with densities between 10–40000 cells per well, depending on the cell line. Medium and drugs were refreshed every 3–4 days. After 10 days the cells were fixed with 4% formaldehyde (Millipore) in PBS, stained with 2% Crystal Violet (Sigma) in water and scanned. For proliferation assays, cells were plated in 96-well plates with densities between 500–2000 cells per well, depending on cell line. Plates were incubated at 37°C and images were taken every 4 hours using the IncuCyte Ⓡ live cell imaging system. Medium and drugs were refreshed every 3–4 days. Confluency was calculated to generate growth curves.

### In vivo experiments

All animal experiments were approved by the Animal Ethics Committee of the Netherlands Cancer Institute and were performed in accordance with institutional, national and European guidelines for Animal Care and Use. CDK2 KO clones used in vivo were generated through transient transfection of a plasmid containing Cas9 and gRNA sequences, followed by the brief puromycin selection and characterisation of the clones. For the genetic experiments one million of CAL-51 CDK2 KO single cell clone or control cells in PBS were mixed 1:1 with matrigel and injected orthotopically in the mammary fat pad of 8 weeks female NMRI nude mice (JAX labs), 5–6 mice per group. Furthermore, one million of A549 CDK2 KO single cell clones or control cells in PBS were mixed 1:1 with matrigel and injected subcutaneously in the right flank of NMRI nude mice, 5–6 mice per group. Tumor volume was monitored twice a week and tumor volume was calculated based on the calliper measurements following modified ellipsoidal formula (tumor volume = ½[length x width2]). For the intervention experiment, one million of A549 cells in PBS were mixed 1:1 with matrigel and injected subcutaneously in the right flank of NMRI nude mice. Upon reaching 200 mm3, mice were randomized to four treatment groups of 8–12 mice per group: vehicle, indisulam, palbociclib or combination. Palbociclib (dissolved in 50 mM sodium lactate) was administered by oral gavage daily at 100 mg/kg and indisulam (dissolved in 3.5% DMSO, 6.5% Tween 80, 90% saline) by intraperitoneal injection three times per week at 5 mg/kg. Four mice were excluded from the study due to complications of daily intraperitoneal injections (peritonitis). Anesthesia was administered in a form of isoflurane (3% induction, 2%maintenece) and analgesia in form of carprofen. The mice were sacrificed using CO2. The following humane end points were applied according to the Code of Practice Animal Experiments in cancer research to alleviate suffering:

- Waiting for spontaneous death is NOT allowed;
- Animal loses more than 15% of body weight within 2 days;
- Animal has lost more than 20% of body weight since start of experiment;
- Animal has circulation or breathing problems;
- Animal shows aberrant behaviour/movement;
- The tumour causes clinical symptoms (as a result of location, invasive growth or ulceration);
- The tumour has reached the size of more than 10% of the normal bodyweight or has a diameter of 15 mm (is approx. 2 cm3).

### Immunohistochemistry

Tumors were collected and fixed in EAF fixative (ethanol/acetic acid/formaldehyde/saline at 40:5:10:45 v/v) and embedded in paraffin. For immunohistochemistry, 4 μm-thick sections were made on which antibodies against Ki67 and p21 were applied. The sections were reviewed with a Zeiss Axioskop2 Plus microscope (Carl Zeiss Microscopy) and images were captured with a Zeiss AxioCam HRc digital camera and processed with AxioVision 4 software (both from Carl Zeiss Vision). Histological samples were analyzed by an experienced pathologist. Scoring was performed by quantifying positive area for Ki67 and H-score for p21.

### PK/PD experiment for PD and IN

Blood was collected either from the tail vein or by cardiac puncture at different time points indicated in S4C and S4D Fig in S1 File. Samples were collected on ice using tubes with potassium EDTA as anticoagulant. After cooling, tubes were centrifuged for 10 min 5000xg 4°C to separate the plasma fraction, which was then transferred into clean vials and stored at −20°C until analysis. Sample pre-treatment was accomplished by mixing 5 μL (plasma) with 60 μL of formic acid in acetonitrile (1 + 99) containing the internal standard. After centrifugation, the clear supernatant was diluted 1 + 8 with water and 5 μL was injected into the LC-MS/MS system. The samples were assayed twice by liquid chromatography triple quadrupole mass spectrometry (LC-MS/MS) using an API4000 detector (Sciex). Indisulam is detected in negative ionization mode (MRM: 384.2/171.9) and palbociclib in positive ionization mode (MRM: 448.5/320.0). In both cases, LC separation was achieved using a Zorbax Extend C18 column (100 x 2.0 mm: ID). Mobile phase A and B comprised 0.1% formic acid in water and methanol, respectively. The flow rate was 0.4 ml/min and a linear gradient from 20%B to 95%B in 2.5 min, followed by 95%B for 2 min, followed by re-equilibration at 20%B for 10 min was used for elution.

### Statistical analysis

Unpaired t-test and ANOVA were performed with Graphpad Prism (v8.4.3).

## Supporting information

S1 File (PDF) Click here for additional data file.

S2 File Uncropped Western blot images shown in figures and supplemental figures. (PDF) Click here for additional data file.

S1 Table List of senescence gene signatures and gene sets of genes unregulated in senescence used to assess the senescence state through RNA sequencing. (XLSX) Click here for additional data file.

## References

[1] EwaldJA, DesotelleJA, WildingG, JarrardDF. Therapy-induced senescence in cancer. J Natl Cancer Inst. 2010;102: 1536–1546. doi: 10.1093/jnci/djq364 20858887PMC2957429

[2] FridmanAL, TainskyMA. Critical pathways in cellular senescence and immortalization revealed by gene expression profiling. Oncogene. 2008;27: 5975–5987. doi: 10.1038/onc.2008.213 18711403PMC3843241

[3] MilanovicM, FanDNY, BelenkiD, DäbritzJHM, ZhaoZ, YuY, et al. Senescence-associated reprogramming promotes cancer stemness. Nature. 2018. pp. 96–100. doi: 10.1038/nature25167 29258294

[4] WangC, VegnaS, JinH, BenedictB, LieftinkC, RamirezC, et al. Inducing and exploiting vulnerabilities for the treatment of liver cancer. Nature. 2019;574: 268–272. doi: 10.1038/s41586-019-1607-3 31578521PMC6858884

[5] GuerreroA, HerranzN, SunB, WagnerV, GallageS, GuihoR, et al. Cardiac glycosides are broad-spectrum senolytics. Nat Metab. 2019;1: 1074–1088. doi: 10.1038/s42255-019-0122-z 31799499PMC6887543

[6] SalehT, BloukhS, CarpenterVJ, AlwohoushE, BakeerJ, DarwishS, et al. Therapy-Induced Senescence: An “Old” Friend Becomes the Enemy. Cancers. 2020;12: 822.10.3390/cancers12040822PMC722642732235364

[7] GuanX, LaPakKM, HennesseyRC, YuCY, ShakyaR, ZhangJ, et al. Stromal Senescence By Prolonged CDK4/6 Inhibition Potentiates Tumor Growth. Mol Cancer Res. 2017;15: 237–249. doi: 10.1158/1541-7786.MCR-16-0319 28039358PMC5334447

[8] Muñoz-EspínD, RoviraM, GalianaI, GiménezC, Lozano-TorresB, Paez-RibesM, et al. A versatile drug delivery system targeting senescent cells. EMBO Mol Med. 2018;10. doi: 10.15252/emmm.201809355 30012580PMC6127887

[9] MiettinenTP, PeltierJ, HärtlovaA, GierlińskiM, JansenVM, TrostM, et al. Thermal proteome profiling of breast cancer cells reveals proteasomal activation by CDK4/6 inhibitor palbociclib. EMBO J. 2018;37. doi: 10.15252/embj.201798359 29669860PMC5978322

[10] Torres-GuzmánR, CalsinaB, HermosoA, BaqueroC, AlvarezB, AmatJ, et al. Preclinical characterization of abemaciclib in hormone receptor positive breast cancer. Oncotarget. 2017;8: 69493–69507. doi: 10.18632/oncotarget.17778 29050219PMC5642494

[11] IyengarM, O’HayerP, ColeA, SebastianT, YangK, CoffmanL, et al. CDK4/6 inhibition as maintenance and combination therapy for high grade serous ovarian cancer. Oncotarget. 2018;9: 15658–15672. doi: 10.18632/oncotarget.24585 29644000PMC5884655

[12] MalumbresM, BarbacidM. To cycle or not to cycle: a critical decision in cancer. Nat Rev Cancer. 2001;1: 222–231. doi: 10.1038/35106065 11902577

[13] SledgeGW, ToiM, NevenP, SohnJ, InoueK, PivotX, et al. MONARCH 2: Abemaciclib in Combination With Fulvestrant in Women With HR+/HER2− Advanced Breast Cancer Who Had Progressed While Receiving Endocrine Therapy. J Clin Orthod. 2017;35: 2875–2884. doi: 10.1200/JCO.2017.73.7585 28580882

[14] RugoHS, DiérasV, GelmonKA, FinnRS, SlamonDJ, MartinM, et al. Impact of palbociclib plus letrozole on patient-reported health-related quality of life: results from the PALOMA-2 trial. Ann Oncol. 2018;29: 888–894. doi: 10.1093/annonc/mdy012 29360932PMC5913649

[15] HortobagyiGN, Paluch-ShimonS, PetrakovaK, VillanuevaC, ChanA, NuschA, et al. First-line ribociclib (RIB) + letrozole (LET) in hormone receptor-positive (HR+), HER2-negative (HER2–) advanced breast cancer (ABC): MONALEESA-2 biomarker analyses. J Clin Orthod. 2018;36: 1022–1022.

[16] SherrCJ, BeachD, ShapiroGI. Targeting CDK4 and CDK6: From Discovery to Therapy. Cancer Discov. 2016;6: 353–367. doi: 10.1158/2159-8290.CD-15-0894 26658964PMC4821753

[17] SchettiniF, De SantoI, ReaCG, De PlacidoP, FormisanoL, GiulianoM, et al. CDK 4/6 Inhibitors as Single Agent in Advanced Solid Tumors. Front Oncol. 2018;8: 608. doi: 10.3389/fonc.2018.00608 30631751PMC6315195

[18] GopalanPK, PinderMC, ChiapporiA, IveyAM, VillegasAG, KayeFJ. A phase II clinical trial of the CDK 4/6 inhibitor palbociclib (PD 0332991) in previously treated, advanced non-small cell lung cancer (NSCLC) patients with inactivated CDKN2A. Journal of Clinical Oncology. 2014. pp. 8077–8077. doi: 10.1200/jco.2014.32.15_suppl.8077

[19] KonecnyGE, Wahner HendricksonAE, JatoiA, BurtonJK, ParolyJ, GlaspyJA, et al. A multicenter open-label phase II study of the efficacy and safety of palbociclib a cyclin-dependent kinases 4 and 6 inhibitor in patients with recurrent ovarian cancer. J Clin Orthod. 2016;34: 5557–5557.

[20] TurnerNC, LiuY, ZhuZ, LoiS, ColleoniM, LoiblS, et al. Cyclin E1 Expression and Palbociclib Efficacy in Previously Treated Hormone Receptor-Positive Metastatic Breast Cancer. J Clin Oncol. 2019;37: 1169–1178. doi: 10.1200/JCO.18.00925 30807234PMC6506420

[21] Morris-HanonO, MarazitaMC, RomoriniL, IsajaL, Fernandez-EspinosaDD, SevleverGE, et al. Palbociclib Effectively Halts Proliferation but Fails to Induce Senescence in Patient-Derived Glioma Stem Cells. Mol Neurobiol. 2019;56: 7810–7821. doi: 10.1007/s12035-019-1633-z 31124078

[22] FasslA, BrainC, Abu-RemailehM, StukanI, ButterD, StepienP, et al. Increased lysosomal biomass is responsible for the resistance of triple-negative breast cancers to CDK4/6 inhibition. Sci Adv. 2020;6: eabb2210. doi: 10.1126/sciadv.abb2210 32704543PMC7360435

[23] HainesE, ChenT, KommajosyulaN, ChenZ, Herter-SprieGS, CornellL, et al. Palbociclib resistance confers dependence on an FGFR-MAP kinase-mTOR-driven pathway in KRAS-mutant non-small cell lung cancer. Oncotarget. 2018;9: 31572–31589. doi: 10.18632/oncotarget.25803 30167080PMC6114982

[24] Herrera-AbreuMT, PalafoxM, AsgharU, RivasMA. Early adaptation and acquired resistance to CDK4/6 inhibition in estrogen receptor–positive breast cancer. Cancer Res. 2016. Available: http://cancerres.aacrjournals.org/content/76/8/2301.short doi: 10.1158/0008-5472.CAN-15-0728 27020857PMC5426059

[25] VoraSR, JuricD, KimN, Mino-KenudsonM, HuynhT, CostaC, et al. CDK 4/6 inhibitors sensitize PIK3CA mutant breast cancer to PI3K inhibitors. Cancer Cell. 2014;26: 136–149. doi: 10.1016/j.ccr.2014.05.020 25002028PMC4155598

[26] Ruscetti M, Leibold J, Bott MJ, Fennell M. NK cell–mediated cytotoxicity contributes to tumor control by a cytostatic drug combination. 2018. Available: https://science.sciencemag.org/content/362/6421/1416.abstract?casa_token=xqbhMa9rLysAAAAA:IicKqq8A-eetp0IF500MdGNsn5Sru5wY1fplLa9ZFxJM_5iDyOXKOSmmRNv9zk6_mnnG_xLDzdZNNqU10.1126/science.aas9090PMC671117230573629

[27] LeeMS, HelmsTL, FengN, GayJ, ChangQE, TianF, et al. Efficacy of the combination of MEK and CDK4/6 inhibitors in vitro and in vivo in KRAS mutant colorectal cancer models. Oncotarget. 2016;7: 39595–39608. doi: 10.18632/oncotarget.9153 27167191PMC5129956

[28] FukuokaK, UsudaJ, IwamotoY, FukumotoH, NakamuraT, YonedaT, et al. Mechanisms of action of the novel sulfonamide anticancer agent E7070 on cell cycle progression in human non-small cell lung cancer cells. Invest New Drugs. 2001;19: 219–227. doi: 10.1023/a:1010608317361 11561678

[29] HaddadRI, WeinsteinLJ, WieczorekTJ, BhattacharyaN, RaftopoulosH, OsterMW, et al. A phase II clinical and pharmacodynamic study of E7070 in patients with metastatic, recurrent, or refractory squamous cell carcinoma of the head and neck: modulation of retinoblastoma protein phosphorylation by a novel chloroindolyl sulfonamide cell cycle inhibitor. Clin Cancer Res. 2004;10: 4680–4687. doi: 10.1158/1078-0432.CCR-04-0229 15269140

[30] SmythJF, AamdalS, AwadaA, DittrichC, CaponigroF, SchöffskiP, et al. Phase II study of E7070 in patients with metastatic melanoma. Ann Oncol. 2005;16: 158–161. doi: 10.1093/annonc/mdi016 15598954

[31] TalbotDC, von PawelJ, CattellE, Murray YuleS, JohnstonC, ZandvlietAS, et al. A Randomized Phase II Pharmacokinetic and Pharmacodynamic Study of Indisulam as Second-Line Therapy in Patients with Advanced Non–Small Cell Lung Cancer. Clin Cancer Res. 2007;13: 1816–1822. doi: 10.1158/1078-0432.CCR-06-0249 17363538

[32] PuntCJA, FumoleauP, van de WalleB, FaberMN, RavicM, CamponeM. Phase I and pharmacokinetic study of E7070, a novel sulfonamide, given at a daily times five schedule in patients with solid tumors. A study by the EORTC-Early Clinical Studies Group (ECSG). Annals of Oncology. 2001. pp. 1289–1293. doi: 10.1023/a:1012287111922 11697842

[33] RaymondE, ten Bokkel HuininkWW, TaïebJ, BeijnenJH, FaivreS, WandersJ, et al. Phase I and pharmacokinetic study of E7070, a novel chloroindolyl sulfonamide cell-cycle inhibitor, administered as a one-hour infusion every three weeks in patients with advanced cancer. J Clin Oncol. 2002;20: 3508–3521. doi: 10.1200/JCO.2002.09.030 12177112

[34] DittrichC, DumezH, CalvertH, HanauskeA, FaberM, WandersJ, et al. Phase I and pharmacokinetic study of E7070, a chloroindolyl-sulfonamide anticancer agent, administered on a weekly schedule to patients with solid tumors. Clin Cancer Res. 2003;9: 5195–5204. 14613999

[35] YamadaY, YamamotoN, ShimoyamaT, HoriikeA, FujisakaY, TakayamaK, et al. Phase I pharmacokinetic and pharmacogenomic study of E7070 administered once every 21 days. Cancer Sci. 2005;96: 721–728. doi: 10.1111/j.1349-7006.2005.00109.x 16232205PMC11159433

[36] HanT, GoralskiM, GaskillN, CapotaE, KimJ, TingTC, et al. Anticancer sulfonamides target splicing by inducing RBM39 degradation via recruitment to DCAF15. Science. 2017;356. doi: 10.1126/science.aal3755 28302793

[37] PrahalladA, SunC, HuangS, Di NicolantonioF, SalazarR, ZecchinD, et al. Unresponsiveness of colon cancer to BRAF(V600E) inhibition through feedback activation of EGFR. Nature. 2012;483: 100–103. doi: 10.1038/nature10868 22281684

[38] GorgoulisV, AdamsPD, AlimontiA, BennettDC, BischofO, BishopC, et al. Cellular Senescence: Defining a Path Forward. Cell. 2019;179: 813–827. doi: 10.1016/j.cell.2019.10.005 31675495

[39] CasellaG, MunkR, KimKM, PiaoY, DeS, AbdelmohsenK, et al. Transcriptome signature of cellular senescence. Nucleic Acids Res. 2019;47: 11476. doi: 10.1093/nar/gkz879 31612919PMC6868356

[40] PurcellM, KrugerA, TainskyMA. Gene expression profiling of replicative and induced senescence. Cell Cycle. 2014;13: 3927–3937. doi: 10.4161/15384101.2014.973327 25483067PMC4615143

[41] Hernandez-SeguraA, de JongTV, MelovS, GuryevV, CampisiJ, DemariaM. Unmasking Transcriptional Heterogeneity in Senescent Cells. Curr Biol. 2017;27: 2652–2660.e4. doi: 10.1016/j.cub.2017.07.033 28844647PMC5788810

[42] TadesseS, AnshaboAT, PortmanN, LimE, TilleyW, CaldonCE, et al. Targeting CDK2 in cancer: challenges and opportunities for therapy. Drug Discov Today. 2020;25: 406–413. doi: 10.1016/j.drudis.2019.12.001 31839441

[43] KumarasamyV, VailP, NambiarR, WitkiewiczAK, KnudsenES. Functional Determinants of Cell Cycle Plasticity and Sensitivity to CDK4/6 Inhibition. Cancer Res. 2021;81: 1347–1360. doi: 10.1158/0008-5472.CAN-20-2275 33323381PMC8026500

[44] Freeman-CookK, HoffmanRL, MillerN, AlmadenJ, ChionisJ, ZhangQ, et al. Expanding control of the tumor cell cycle with a CDK2/4/6 inhibitor. Cancer Cell. 2021;39: 1404–1421.e11. doi: 10.1016/j.ccell.2021.08.009 34520734

[45] HafnerM, MillsCE, SubramanianK, ChenC, ChungM, BoswellSA, et al. Multiomics Profiling Establishes the Polypharmacology of FDA-Approved CDK4/6 Inhibitors and the Potential for Differential Clinical Activity. Cell Chem Biol. 2019;26: 1067–1080.e8. doi: 10.1016/j.chembiol.2019.05.005 31178407PMC6936329

[46] SpencerSL, CappellSD, TsaiF-C, OvertonKW, WangCL, MeyerT. The proliferation-quiescence decision is controlled by a bifurcation in CDK2 activity at mitotic exit. Cell. 2013;155: 369–383. doi: 10.1016/j.cell.2013.08.062 24075009PMC4001917

[47] WelckerM, SingerJ, LoebKR, GrimJ, BloecherA, Gurien-WestM, et al. Multisite phosphorylation by Cdk2 and GSK3 controls cyclin E degradation. Mol Cell. 2003;12: 381–392. doi: 10.1016/s1097-2765(03)00287-9 14536078

[48] ClurmanBE, SheaffRJ, ThressK, GroudineM, RobertsJM. Turnover of cyclin E by the ubiquitin-proteasome pathway is regulated by cdk2 binding and cyclin phosphorylation. Genes Dev. 1996;10: 1979–1990. doi: 10.1101/gad.10.16.1979 8769642

[49] LachmannA, Ma’ayanA. KEA: kinase enrichment analysis. Bioinformatics. 2009;25: 684–686. doi: 10.1093/bioinformatics/btp026 19176546PMC2647829

[50] FinnRS, DeringJ, ConklinD, KalousO, CohenDJ, DesaiAJ, et al. PD 0332991, a selective cyclin D kinase 4/6 inhibitor, preferentially inhibits proliferation of luminal estrogen receptor-positive human breast cancer cell lines in vitro. Breast Cancer Research. 2009. doi: 10.1186/bcr2419 19874578PMC2790859

[51] Mulero-SánchezA, PogacarZ, VecchioneL. Importance of genetic screens in precision oncology. ESMO Open. 2019;4: e000505. doi: 10.1136/esmoopen-2019-000505 31231569PMC6555615

[52] GongX, LitchfieldLM, WebsterY, ChioL-C, WongSS, StewartTR, et al. Genomic Aberrations that Activate D-type Cyclins Are Associated with Enhanced Sensitivity to the CDK4 and CDK6 Inhibitor Abemaciclib. Cancer Cell. 2017;32: 761–776.e6.10.1016/j.ccell.2017.11.00629232554

[53] PandeyK, ParkN, ParkK-S, HurJ, ChoYB, KangM, et al. Combined CDK2 and CDK4/6 Inhibition Overcomes Palbociclib Resistance in Breast Cancer by Enhancing Senescence. Cancers. 2020;12. doi: 10.3390/cancers12123566 33260316PMC7768442

[54] SimoneschiD, RonaG, ZhouN, JeongY-T, JiangS, MillettiG, et al. CRL4AMBRA1 is a master regulator of D-type cyclins. Nature. 2021. doi: 10.1038/s41586-021-03445-y 33854235PMC8875297

[55] RuscettiM, MorrisJP4th, MezzadraR, RussellJ, LeiboldJ, RomesserPB, et al. Senescence-Induced Vascular Remodeling Creates Therapeutic Vulnerabilities in Pancreas Cancer. Cell. 2020;181: 424–441.e21. doi: 10.1016/j.cell.2020.03.008 32234521PMC7278897

[56] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[57] EversB, JastrzebskiK, HeijmansJPM, GrernrumW, BeijersbergenRL, BernardsR. CRISPR knockout screening outperforms shRNA and CRISPRi in identifying essential genes. Nat Biotechnol. 2016;34: 631–633. doi: 10.1038/nbt.3536 27111720

[58] BeijersbergenRL, CarléeL, KerkhovenRM, BernardsR. Regulation of the retinoblastoma protein-related p107 by G1 cyclin complexes. Genes Dev. 1995;9: 1340–1353. doi: 10.1101/gad.9.11.1340 7797074

[59] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102: 15545–15550. doi: 10.1073/pnas.0506580102 16199517PMC1239896

[60] SturmM, SchroederC, BauerP. SeqPurge: highly-sensitive adapter trimming for paired-end NGS data. BMC Bioinformatics. 2016;17: 208. doi: 10.1186/s12859-016-1069-7 27161244PMC4862148

[61] KimD, PaggiJM, ParkC, BennettC, SalzbergSL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37: 907–915. doi: 10.1038/s41587-019-0201-4 31375807PMC7605509

[62] ShenS, ParkJW, LuZ-X, LinL, HenryMD, WuYN, et al. rMATS: robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. Proc Natl Acad Sci U S A. 2014;111: E5593–601. doi: 10.1073/pnas.1419161111 25480548PMC4280593

[63] WangE, LuSX, PastoreA, ChenX, ImigJ, Chun-Wei LeeS, et al. Targeting an RNA-Binding Protein Network in Acute Myeloid Leukemia. Cancer Cell. 2019;35: 369–384.e7. doi: 10.1016/j.ccell.2019.01.010 30799057PMC6424627

[64] ChenEY, TanCM, KouY, DuanQ, WangZ, MeirellesGV, et al. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 2013;14: 128. doi: 10.1186/1471-2105-14-128 23586463PMC3637064

[65] MenegakisA, KlompmakerR, VenninC, ArbusàA, DamenM, van den BroekB, et al. Resistance of Hypoxic Cells to Ionizing Radiation Is Mediated in Part via Hypoxia-Induced Quiescence. Cells. 2021;10. doi: 10.3390/cells10030610 33801903PMC7998378

# Supplementary material for: Indisulam synergizes with palbociclib to induce senescence through inhibition of CDK2 kinase activity
**Source:** PLoS One. 2022 Sep 6;17(9):e0273182. doi: 10.1371/journal.pone.0273182

# Supplemental Figure 1

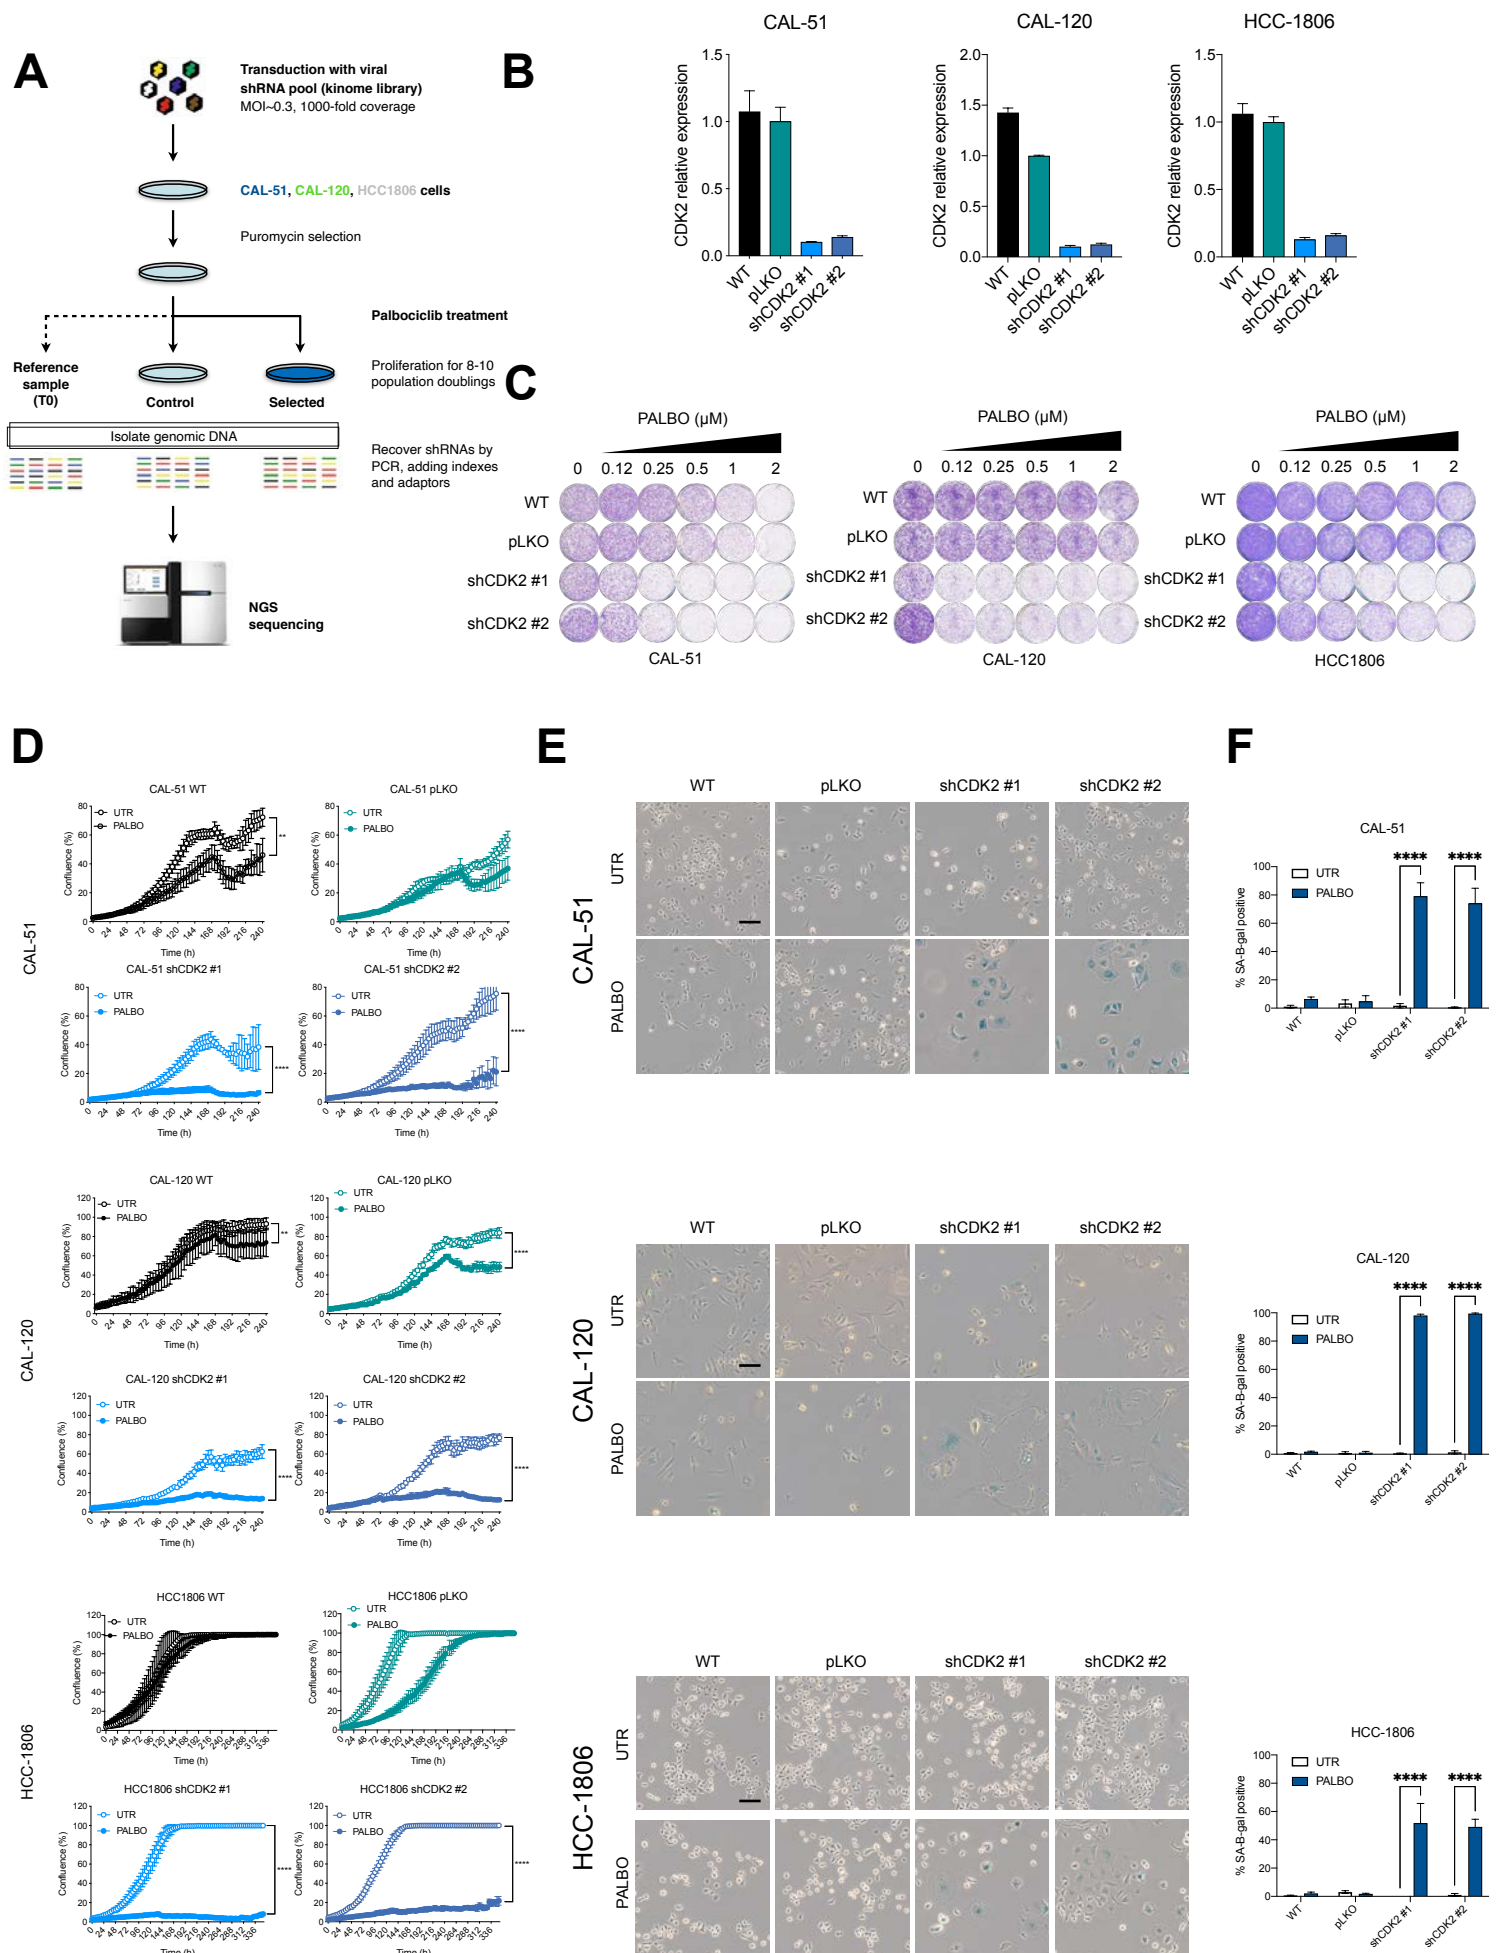

Supplemental Figure2

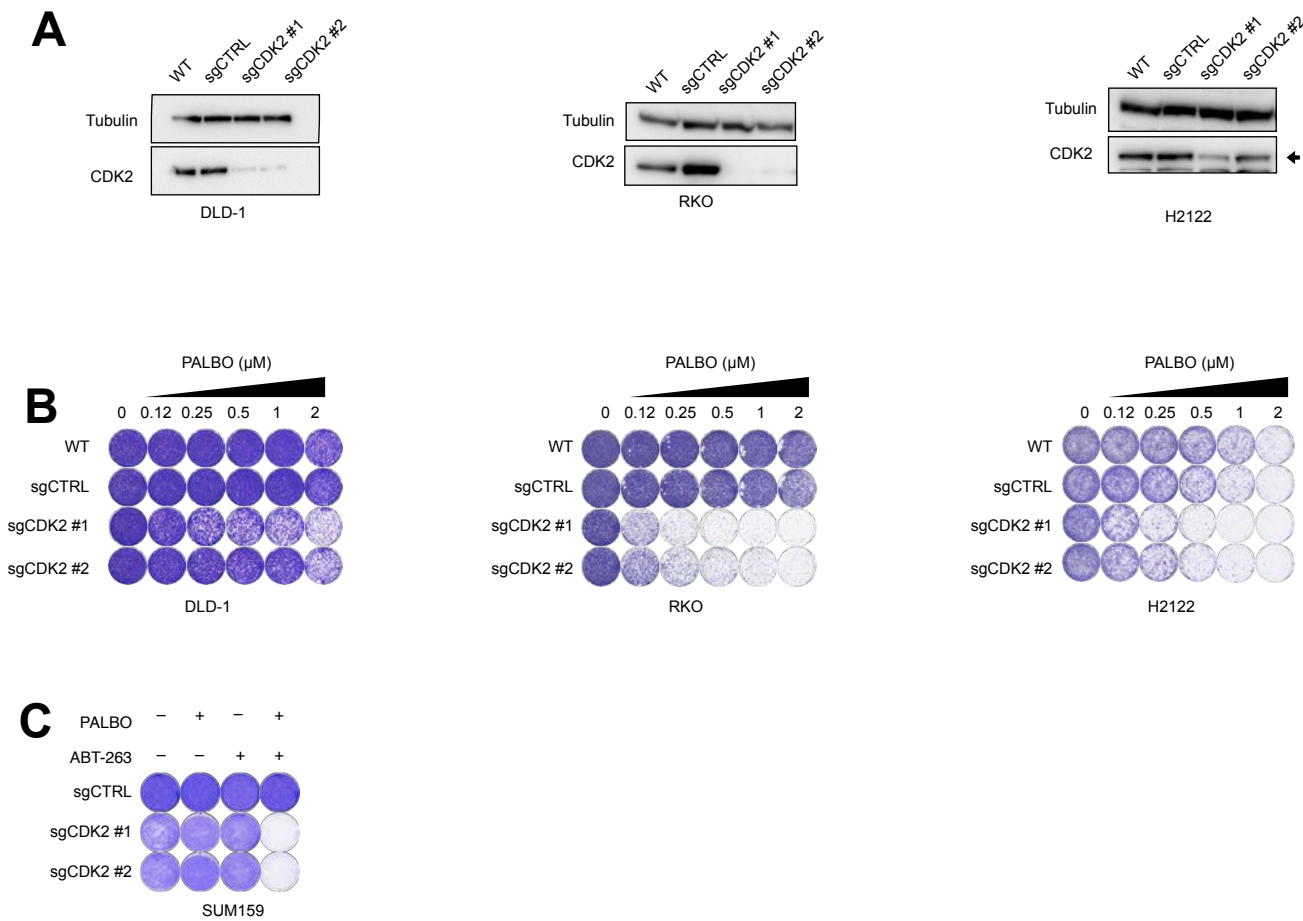

Supplemental Figure 3

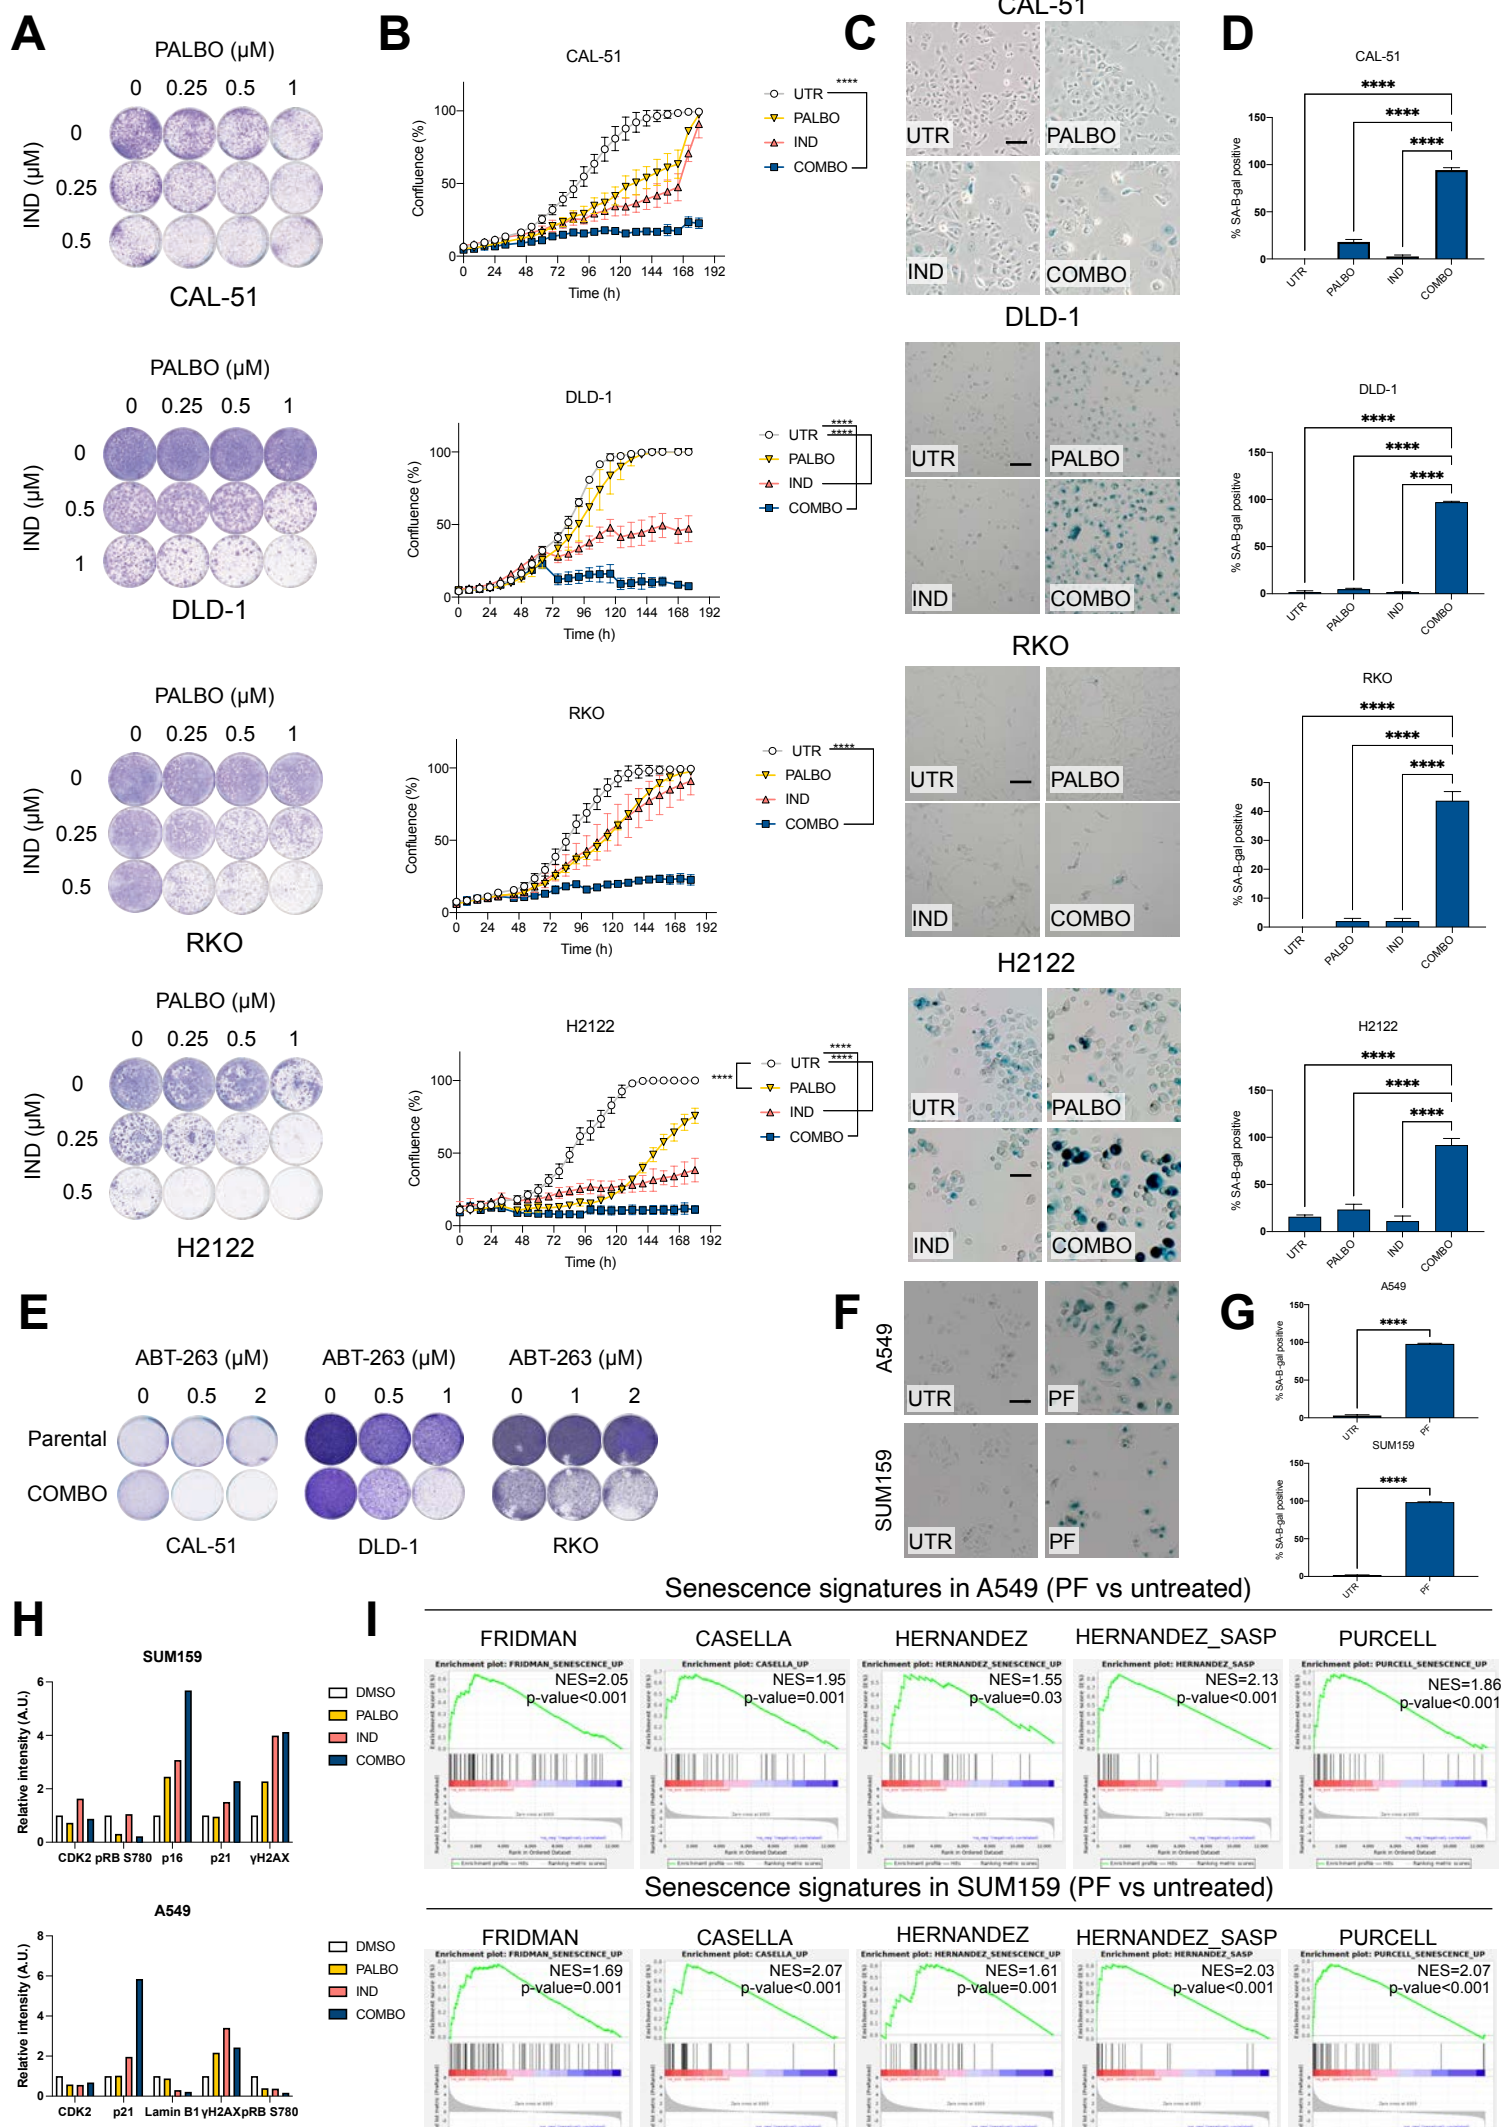

Supplemental Figure 4

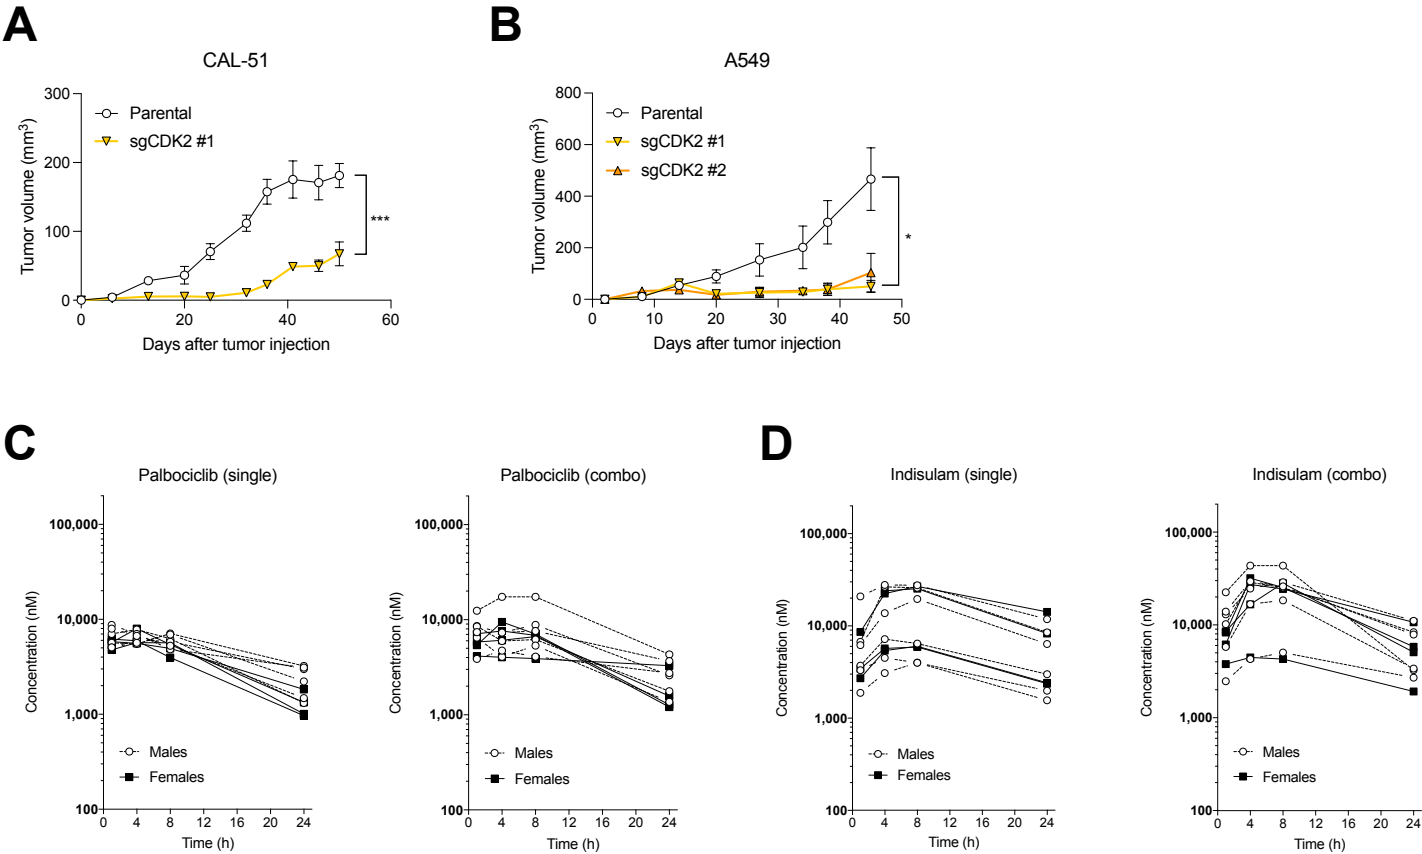

Supplement Figure 5

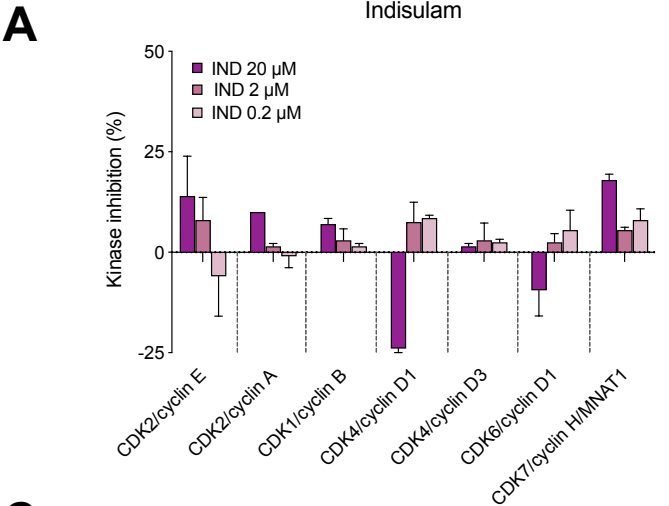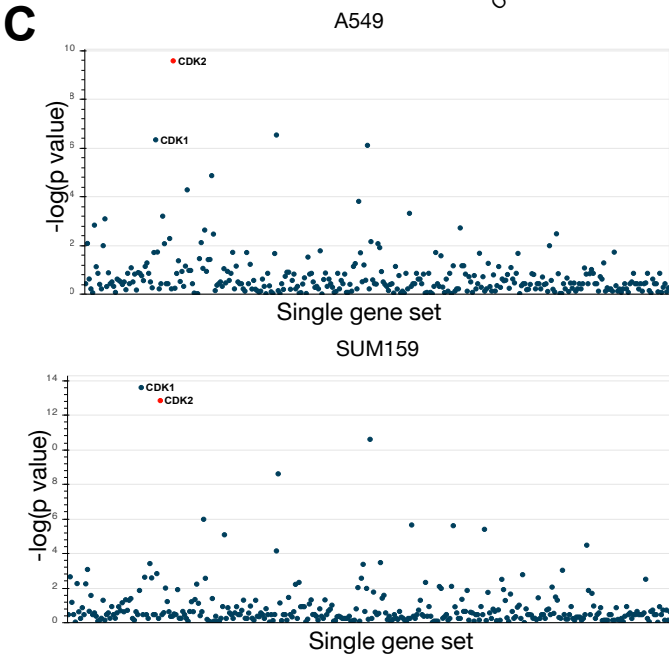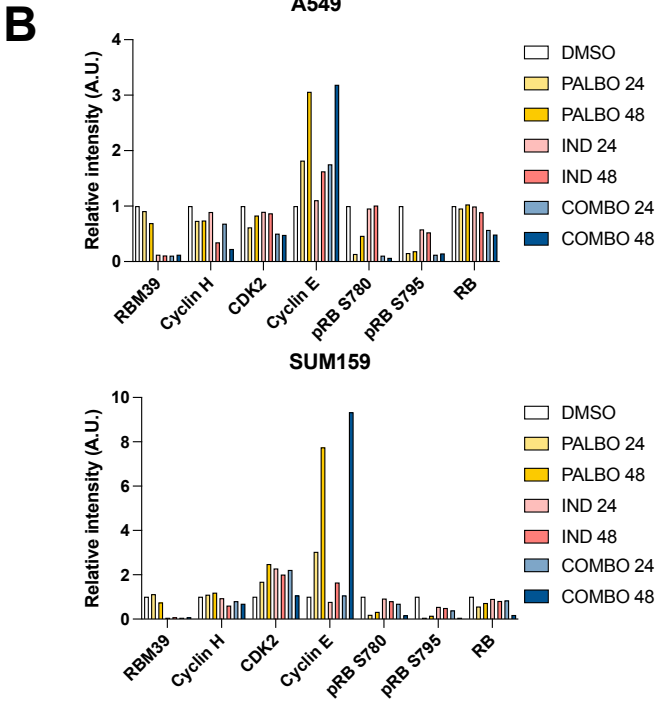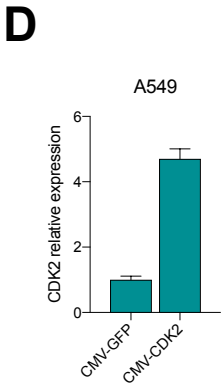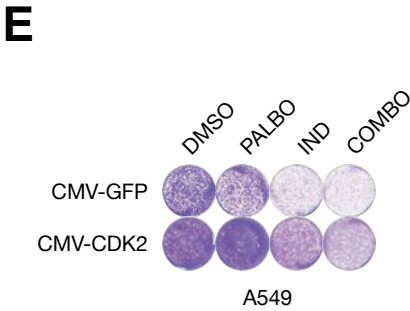

**Supplement:** S1 File

# Supplementary material for: Indisulam synergizes with palbociclib to induce senescence through inhibition of CDK2 kinase activity
**Source:** PLoS One. 2022 Sep 6;17(9):e0273182. doi: 10.1371/journal.pone.0273182

Supplement Figure 6

A

CAL-51  
Tubulin  
Used in Figure 1C

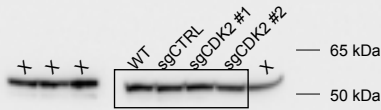

CAL-51  
CDK2  
Used in Figure 1C

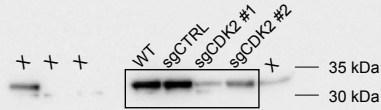

B

SUM159  
Tubulin  
Used in Figure 2A

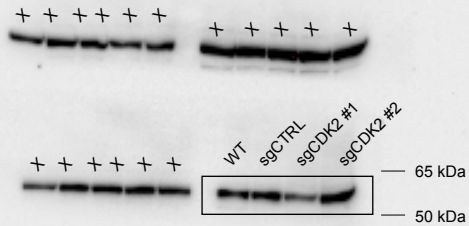

SUM159  
CDK2  
Used in Figure 2A

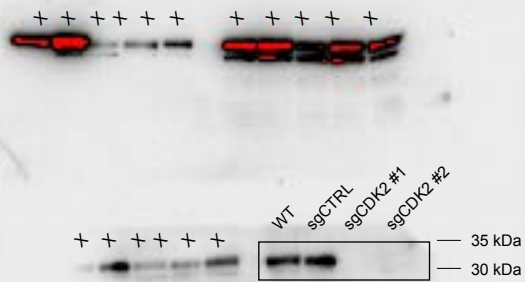

C

A549  
Tubulin  
Used in Figure 2F

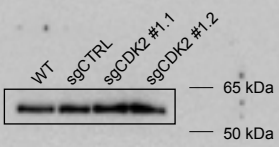

A549  
CDK2  
Used in Figure 2F

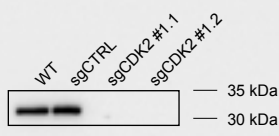

D

SUM159  
HSP90  
Used in Figure 3F

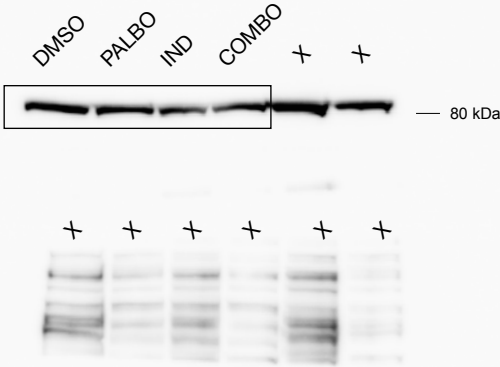

SUM159  
CDK2  
Used in Figure 3F

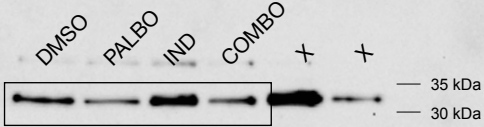

SUM159  
pRB S780  
Used in Figure 3F

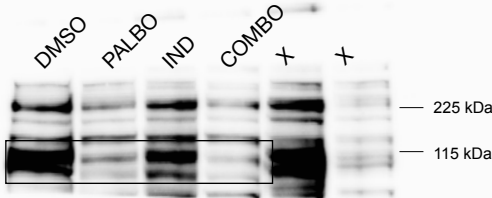

SUM159  
p16  
Used in Figure 3F

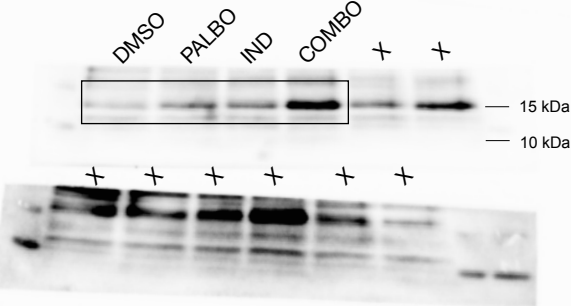

SUM159  
p21  
Used in Figure 3F

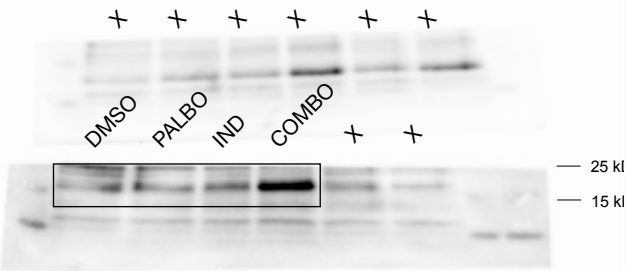

SUM159  
γH2AX  
Used in Figure 3F

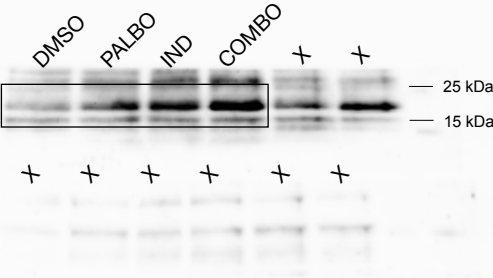

A549  
Vinculin  
Used in Figure 3F

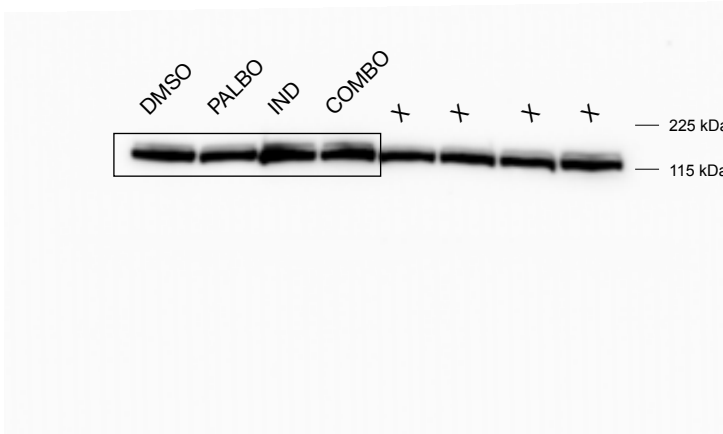

A549  
CDK2  
Used in Figure 3F

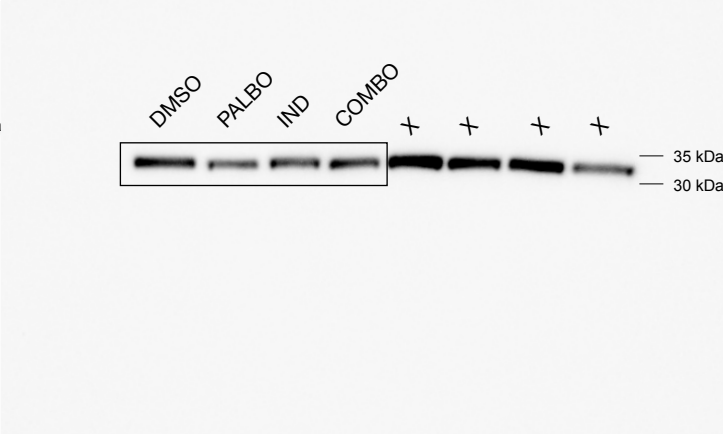

A549  
P21  
Used in Figure 3F

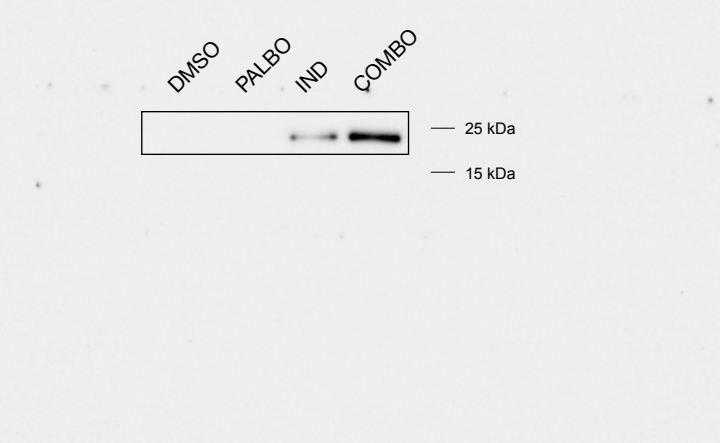

A549  
Lamin B1  
Used in Figure 3F

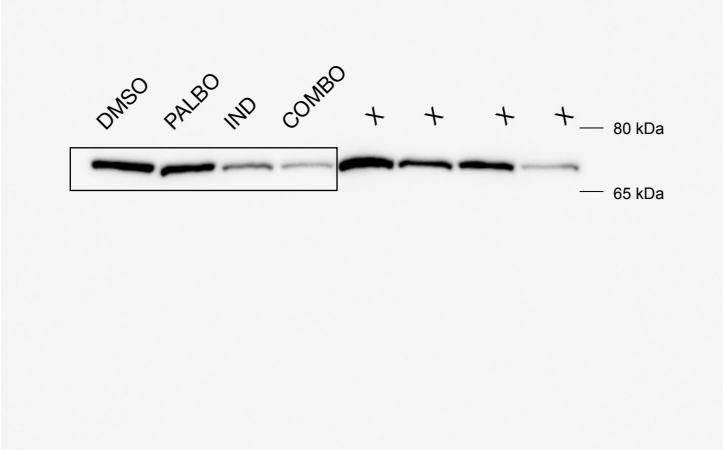

A549  
γH2AX  
Used in Figure 3F

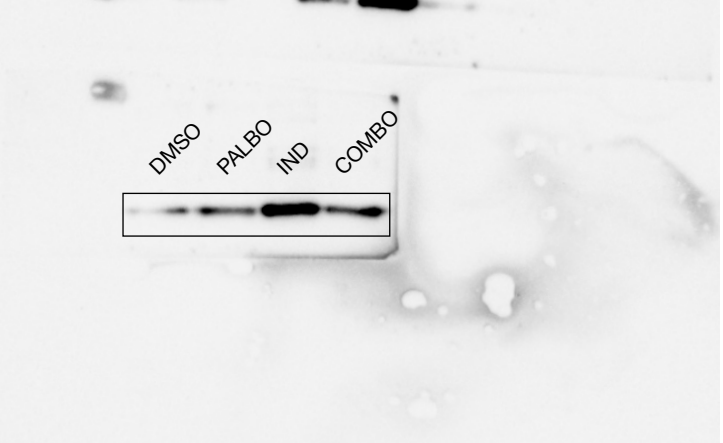

A549  
Tubulin  
Used in Figure 3F

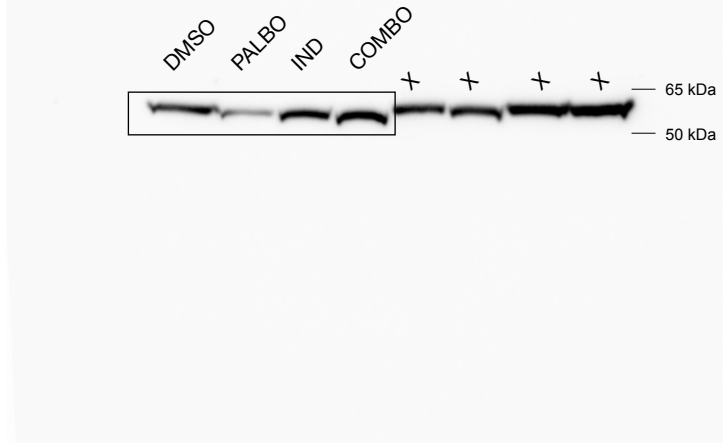

A549  
pRB S780  
Used in Figure 3F

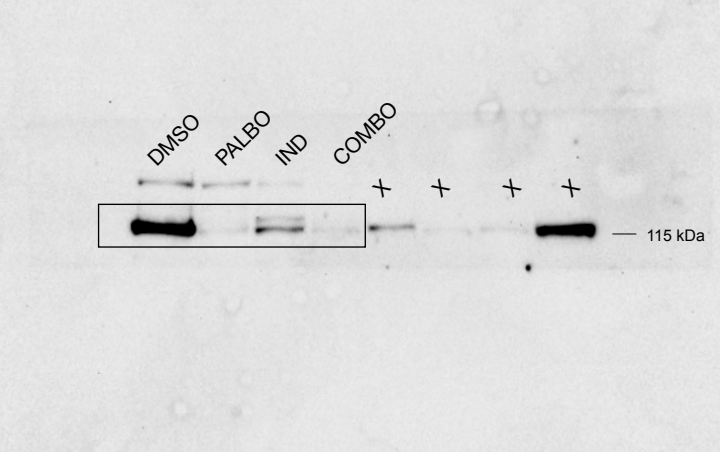

E

A549 and SUM159  
Vinculin  
Used in Figure 5A

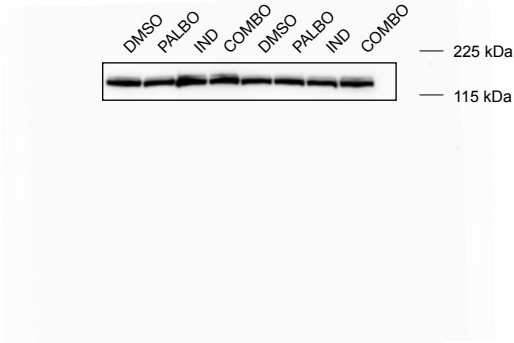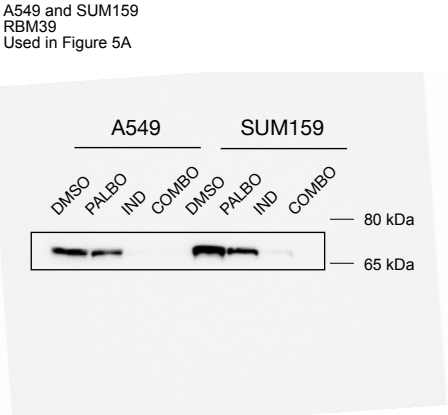

F

A549  
HSP90  
Used in Figure 5J

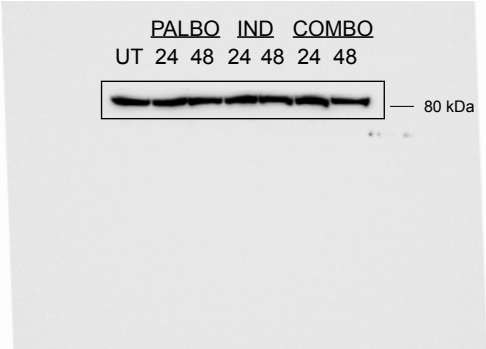

A549  
RBM39  
Used in Figure 5J

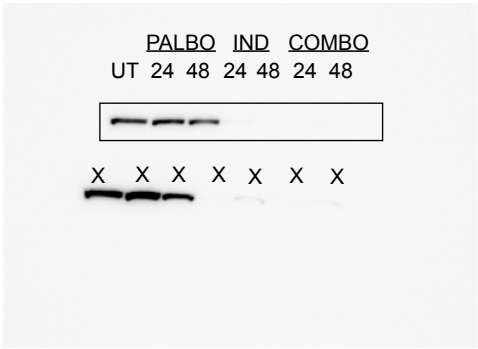

A549  
Cyclin H  
Used in Figure 5J

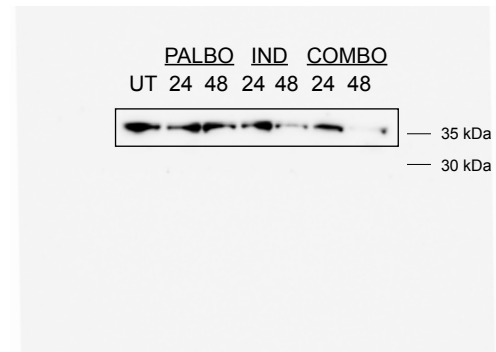

A549  
CDK2  
Used in Figure 5J

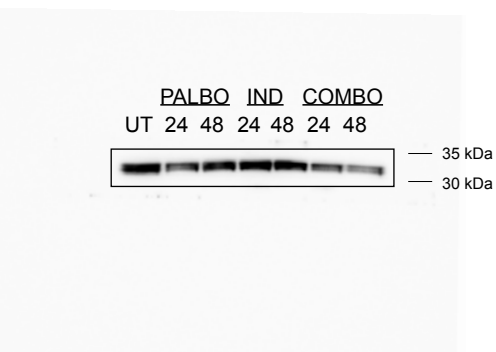

A549  
Cyclin E  
Used in Figure 5J

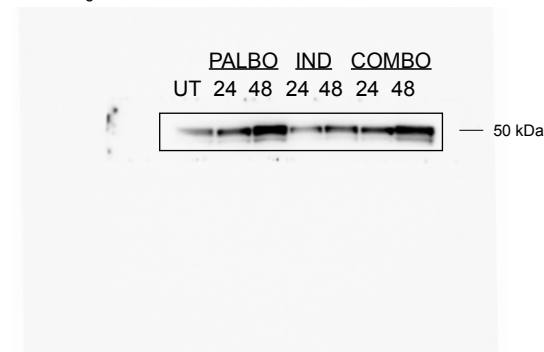

A549  
pRB S780  
Used in Figure 5J

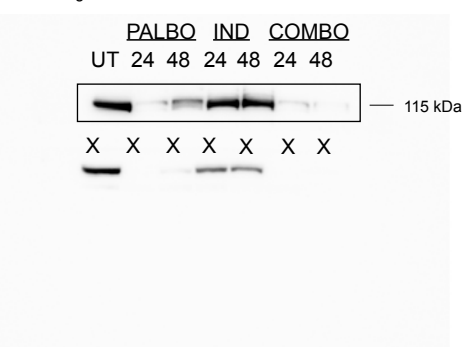

A549  
pRB S795  
Used in Figure 5J

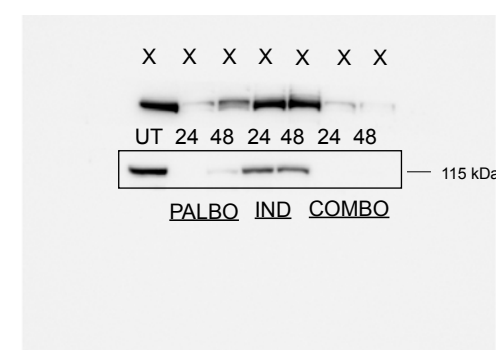

A549  
RB  
Used in Figure 5J

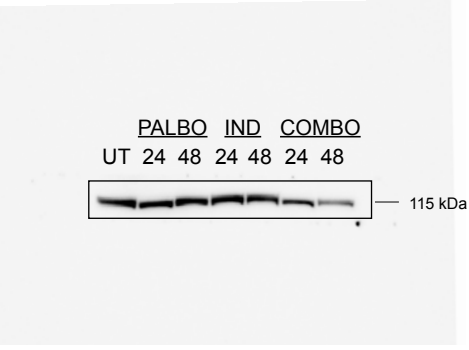

F

SUM159  
HSP90  
Used in Figure 5J

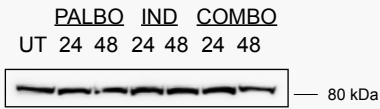

SUM159  
RBM39  
Used in Figure 5J

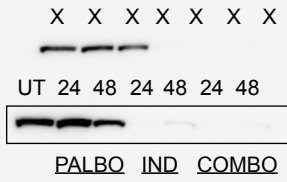

SUM159  
Cyclin H  
Used in Figure 5J

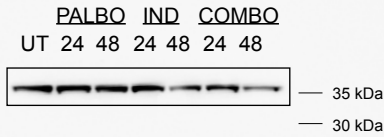

SUM159  
CDK2  
Used in Figure 5J

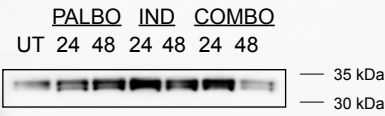

SUM159  
Cyclin E  
Used in Figure 5J

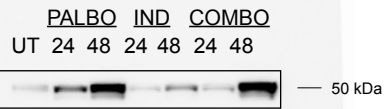

SUM159  
pRB S780  
Used in Figure 5J

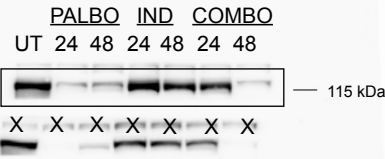

SUM159  
pRB S795  
Used in Figure 5J

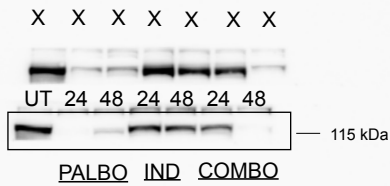

SUM159  
RB  
Used in Figure 5J

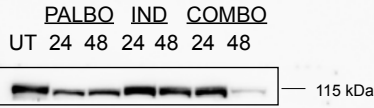

G

DLD1  
Tubulin  
Used in Supplementary figure 2A

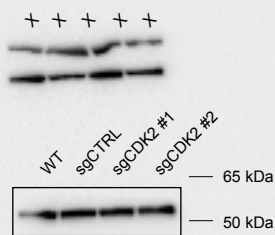

DLD1  
CDK2  
Used in Supplementary figure 2A

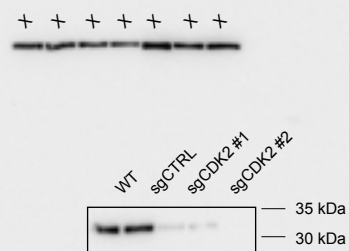

RKO  
Tubulin  
Used in Supplementary figure 2A

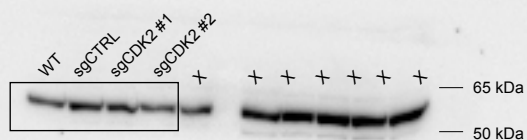

RKO  
CDK2  
Used in Supplementary figure 2A

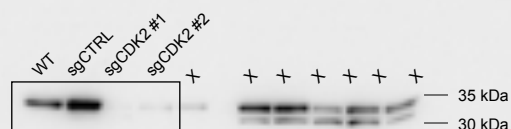

H2122  
Tubulin  
Used in Supplementary figure 2A

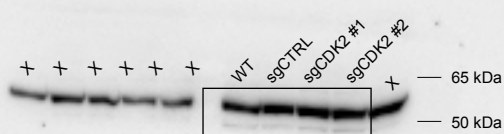

H2122  
CDK2  
Used in Supplementary figure 2A

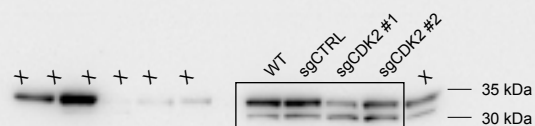

**Supplement:** S2 File

How the deposited data were processed for this re-analysis (not part of the article)

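RNA sequencing of 2 cell lines was analysed, A549 in 5 groups (untreated, 10 days of 2 μM palbociclib, 10 days of 0.5 μM indisulam, 10 days of both drugs, 7 days of 0.5 μM PF-06873600) and SUM159 in 2 groups (untreated and 7 days of 0.5 μM PF-06873600). Each group had 2 libraries, 14 in all. Conditions were taken from the sample labels, and the doses and times of palbociclib and indisulam also from the legend of Fig 3G. SUM159 libraries treated with palbociclib and indisulam, and libraries of CDK2 knockout cells, were not analysed here.

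The authors sequenced strand-specific libraries, aligned single-end reads to hg38 and deposited 1 table of read counts per library. Each table has 60683 Ensembl gene identifiers and 9 summary lines for reads not counted on a gene. The values are whole numbers without normalization. For these libraries the text of the paper does not name the aligner, the counting program, the annotation release or the use of strand in counting (it names Hisat2 for separate splicing libraries, not analysed here), so genes that overlap a gene on the other strand are reported with that overlap. No read was marked as a duplicate (0 in each library), and the reads carry no molecular identifiers, so limits derived from counts cover counting error only. Symbols and coordinates of 60370 identifiers came from GENCODE release 44 on hg38, and gene list symbols were also matched through older symbols.

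Totals of counts on genes ran from 13060374 to 21149256. The smallest level a library can show was taken as 3 counts, and a change against a group with no library above it is given as a lower bound. With 2 libraries per group, an exact permutation test of 2 against 2 cannot give a two-sided p under 0.33, and tests that share information across genes were used instead. Outlier tests and other splits of the libraries into groups were not run, since they need larger groups.

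Genes were kept with the filterByExpr function of edgeR 4.0.16 in R 4.3.3, which left 15780 genes in A549, 15055 in SUM159 and 16707 in the model of both lines. Libraries were scaled by total count, after the paper's size factor, and tested with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment and a threshold of 0.05. The A549 model held all 10 libraries and the SUM159 model 4. Interaction terms tested the combination beyond the sum of the single drugs on the log2 scale, and the difference between the lines in the response to PF-06873600. Standard errors were the absolute log2 fold change divided by the square root of F. The biological coefficient of variation was 0.0555 in A549 and 0.0472 in SUM159.

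Gene sets were scored with a script for pre-ranked gene set enrichment on log2 fold changes, with weight 1, 10000 random gene sets of the same size and at least 15 ranked genes per set. The p is one-sided within the sign of the score. Its smallest possible value depends on how many random scores share that sign, so it differs between sets and comparisons. Among the senescence sets the smallest p was 0.000109. Besides the 5 senescence sets of S1 Table, lists of S phase, G2/M and p53 target genes were scored. The camera test of limma 3.58.1 used log2 CPM with a prior count of 2 and an inter-gene correlation estimated for each set. With that setting its p rests on the residual degrees of freedom. These are fewer in SUM159 than in A549, and fewer with the block. With a preset correlation its p does not rest on them.

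Genes are named by a rule. It covers 19 genes that the paper measures or names as drug targets, the 3 genes of each senescence set with the largest log2 fold change among those past the threshold and higher in both treated libraries, and the 3 genes with the largest and the 3 with the lowest change of each comparison among those with a mean of at least 10 CPM in the higher group and no overlap between groups. CDKN2B, MTAP and DMRTA1 lie outside the rule and were chosen after the values were seen. Of the genes the rule admits, the text names some and gives the rest as counts.

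The replicate pairing comes from the replicate numbers in the sample labels, which do not say that same-numbered cultures were handled together. Alternatives were TMM normalization, DESeq2 1.42.0, no filter on low counts, a mean of at least 50 counts, only the compared groups in the model, the replicate number as a block, ranking by the signed root of F, an unweighted running sum (weight 0), random sets matched on mean expression in 20 bins, current symbols only, a preset inter-gene correlation of 0.01 for camera, and each library left out in turn. The block with crossed palbociclib numbers was added after the data were seen.

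The scripts were tested on simulated data. With 200 genes changed among 14878 simulated A549 genes tested, 82% of changed genes and 92% of those changed at least 2-fold were called, and 4.7% of calls were false. With 200 changed among 14007 simulated SUM159 genes tested, the values were 83.5%, 96% and 4%. The changed genes were well expressed and split evenly between higher and lower, and all genes shared 1 spread between replicates. The simulation does not give error rates where most genes change, as in the combination against untreated cells (10283 of 15780 genes). On 15000 simulated genes the enrichment script found 5 of 6 shifted sets, called 10 of 200 null sets at a threshold of 0.05, and differed from gseapy 1.3.1 by at most 3.34% in the NES. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.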

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

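Every test of the opposite S phase scores of the 2 cell lines was chosen only after that result was seen, while the depth test of the number of genes that differ and the camera test of p53 targets were set beforehand. Each group had 2 libraries.

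The response to PF-06873600 differed between the cell lines. On the difference of SUM159 and A549, the NES was -3.03 for S phase genes, -2.19 for G2/M genes, -1.86 for p53 target genes and 1.65 for SASP genes. Camera, which allows for correlated genes, gave a p of 0.015 for the S phase genes, and 0.0876, 0.0559 and 0.106 for the other three in that order. Of these 4 sets, only the S phase genes had a p under 0.05 in both tests. With every library thinned to the smallest total, 8390 genes differed between the lines against 8812 at full depth.

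S phase genes rose with PF-06873600 in A549, with an NES of 1.92, and fell in SUM159, with an NES of -2.95. The score stayed above 0 in A549 after thinning, at 1.96 (SUM159 -2.94), after correction for gene length and GC content, at 2.08 (SUM159 -2.77), and with TMM factors, at 1.905. A few strongly changed genes do not account for it, as 42 of 42 S phase genes moved in opposite directions with an adjusted p for the difference under 0.05 in edgeR's test, against 37.1% of all genes tested in both lines. Of the 42 S phase genes, 33 were both higher in A549 and lower in SUM159 with an adjusted p under 0.05 in each line. The camera p in SUM159 alone was 0.0787.

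A mislabelled cell line was tested with CDKN2A, which the paper calls null in A549. By the prediction as first written, a SUM159 library with 3 or fewer counts would point to exchanged labels, and the smallest SUM159 count was 0. The gene had 0 counts in every A549 library and at most 3 in SUM159, so it separates the lines in neither direction, and the test is undecided. A further test, chosen after that outcome, compared libraries by log2 CPM across genes. In it, 4 of 4 PF-06873600 libraries correlated better with untreated libraries of their own line, at 0.94 or above against 0.766 or below, so no treated library alone was exchanged between the lines. An exchange of all libraries of both lines would leave those correlations as they are. It would swap the line in which the genes rose, so that assignment cannot be told apart from exchanged labels, but it would not make the lines move in opposite directions. A different cell cycle arrest in the 2 lines is a candidate explanation of the opposite directions, and it was not tested itself.

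The same treatment moved CDK2, RB1 and CDK4 in opposite directions. The difference in log2 fold change was -1.45 for CDK2, -0.77 for RB1 and -0.65 for CDK4. CDK2 rose by 1.05 in A549 and fell by 0.40 in SUM159, RB1 rose by 0.46 and fell by 0.31, and CDK4 rose by 0.27 and fell by 0.38. These directions held with TMM factors, DESeq2 and the replicate block. CDK4 overlaps TSPAN31 and MARCHF9 on the other strand. No separate technical test was run for these genes, and the undecided question of which line is which applies to them too.

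Sets of cell cycle and p53 target genes, which the paper does not score, changed with the combination in A549. The NES of S phase genes was -2.79 against untreated cells, -2.95 against palbociclib and -2.83 against indisulam. The NES of G2/M genes was -3.14, -3.21 and -3.20 in the same order, and that of p53 target genes was 1.91, 1.92 and 1.52. With PF-06873600 the NES of G2/M genes was -2.31 in A549 and -3.72 in SUM159, and that of p53 target genes was 2.12 in A549. In SUM159 the p53 target genes did not pass, with an NES of 1.37, a gene permutation p of 0.0834 and a camera p of 0.337. Over 10 alternatives the NES of S phase genes against untreated cells lay between -4.98 and -2.47, and that of G2/M genes between -6.25 and -2.66.

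The camera p of the p53 target genes was 0.00193 for the combination against untreated cells. This test asks again whether these genes rose, so it cannot tell a p53 response to the combination from another cause of the rise, and no biological explanation was tested. The rise is not specific to the combination, since indisulam alone gave an NES of 1.95, and the interaction of the drugs gave 0.947 with a gene permutation p of 0.534. Without a filter on low counts, the NES against indisulam alone was 1.23 with a gene permutation p of 0.163. Depth of the A549 groups differed little, with medians from 14617018.5 to 14932099.5 counts. The mean log2 CPM of S phase genes was 4.47 and 4.45 with indisulam and 3.16 and 3.13 with the combination. This argues against the exchange of a single library between these groups, but cannot tell an exchange of both libraries of each. Gene length and GC content were not tested for the p53 target genes or for the cell cycle genes in the combination. These patterns are therefore not called biological.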

How the results depend on the processing

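The alternatives were chosen before the data were examined, apart from the replicate block with crossed palbociclib numbers. Of the scores of 8 gene sets under these alternatives, 478 kept their direction and their side of the 0.05 threshold, 8 lost the threshold, 6 gained it and 4 changed sign. The NES of all 5 senescence sets in the combination against untreated and against palbociclib-treated A549 cells, and with PF-06873600 in A549, kept a gene permutation p under 0.05 in all 10 alternatives. The cause of the changes that follow was not tested. SUM159 had no separate fit of the compared groups, since its model holds no others.

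Values in parentheses are gene permutation p. Without a filter on low counts, the NES was 1.30 (0.106) for the SASP set and 1.23 (0.163) for p53 target genes in the combination against indisulam, and 1.27 (0.134) for the Hernandez senescence set and 1.18 (0.191) for the Fridman set in SUM159. On the interaction it was 1.10 (0.302) for the Casella set, 1.404 (0.0557) for the Hernandez senescence set and, with the sign reversed, 0.59 (0.988) for the SASP set. On the difference between the lines, the sign reversed for the Hernandez senescence set at -0.77 (0.881) and the Fridman set at -0.58 (0.999). With a mean of at least 50 counts, the interaction gave 0.86 (0.647) for the SASP set, reversed, and 1.86 (0.00249) for the Purcell set. The difference between the lines gave 1.65 (0.00876) for the Purcell set. The Casella set on the interaction lost the threshold with TMM factors, at 1.44 (0.0518), and with the crossed block, at 1.45 (0.0503). For p53 target genes in SUM159 the threshold was reached with ranking by the signed root of F at 1.72 (0.00428), with weight 0 at 1.84 (0.0114), with a mean of at least 50 counts at 1.59 (0.0223) and with random sets matched on mean expression at 1.62 (0.0164).

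With each library left out in turn, no p-value can be given. The NES then lay in the following ranges. In the A549 combination against untreated cells it was from 1.71 to 1.81 for the Casella set, from 1.897 to 1.98 for the Purcell set, from 1.59 to 1.64 for the Hernandez senescence set, from 1.76 to 1.84 for the SASP set, from 1.83 to 1.92 for the Fridman set, from 1.81 to 1.93 for the p53 target set, from -2.87 to -2.73 for the S phase set and from -3.23 to -3.05 for the G2/M set. In the A549 combination against palbociclib-treated cells it was from 1.599 to 1.75 for the Casella set, from 1.75 to 1.88 for the Purcell set, from 1.601 to 1.66 for the Hernandez senescence set, from 1.71 to 1.79 for the SASP set, from 1.76 to 1.86 for the Fridman set, from 1.86 to 1.94 for the p53 target set, from -3.07 to -2.87 for the S phase set and from -3.27 to -3.13 for the G2/M set. In the A549 combination against indisulam-treated cells it was from 1.85 to 2.03 for the Casella set, from 1.95 to 1.99 for the Purcell set, from 1.77 to 1.898 for the Hernandez senescence set, from 1.75 to 1.84 for the SASP set, from 2.01 to 2.09 for the Fridman set, from 1.42 to 1.61 for the p53 target set, from -2.90 to -2.73 for the S phase set and from -3.26 to -3.10 for the G2/M set. In A549 PF-06873600 against untreated cells it was from 1.84 to 1.93 for the Casella set, from 1.82 to 1.97 for the Purcell set, from 1.53 to 1.64 for the Hernandez senescence set, from 1.98 to 2.08 for the SASP set, from 1.69 to 1.87 for the Fridman set, from 2.05 to 2.15 for the p53 target set, from 1.84 to 2.00 for the S phase set and from -2.43 to -2.19 for the G2/M set. In SUM159 PF-06873600 against untreated cells it was from 1.85 to 1.96 for the Casella set, from 1.86 to 1.93 for the Purcell set, from 1.43 to 1.53 for the Hernandez senescence set, from 1.92 to 1.97 for the SASP set, from 1.41 to 1.50 for the Fridman set, from 1.26 to 1.39 for the p53 target set, from -3.04 to -2.85 for the S phase set and from -3.72 to -3.58 for the G2/M set. 65 of these scores moved by more than the spread between replicates and 95 did not, and none changed sign.

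In the camera test, whose p is in parentheses after each mean log2 fold change, the replicate block took the Hernandez senescence set past 0.05 in the combination against untreated cells, at 0.75 (0.0622), and against palbociclib, at 0.65 (0.0605). In SUM159 the block gave 1.67 (0.162) for the Casella set and 2.03 (0.183) for the Purcell set. The block lowers camera's residual degrees of freedom, which are fewest for the 4 SUM159 libraries, and this by itself raises p. TMM factors brought the SUM159 values under 0.05 for the Hernandez senescence set, at 0.73 (0.0435), and the SASP set, at 2.76 (0.0367). The preset correlation of 0.01 did so for the Hernandez senescence set with PF-06873600 in A549, at 0.43 (0.00163). In SUM159 it gave 0.72 (5.4e-05) for the Hernandez senescence set, 2.76 (1.16e-06) for the SASP set and 0.71 (0.00183) for the Fridman set. A preset correlation also frees camera's p from the residual degrees of freedom. The estimated correlation of the Hernandez senescence set in SUM159 was 0.00496, already below the preset 0.01. Its lower p is therefore not due to a smaller correlation. Another 65 camera values of the 5 senescence sets in the comparisons of Fig 3G and S3I Fig kept their direction and side of the threshold. Outside these, the p of the Casella set on the interaction went from 0.0429 to 0.0854 with TMM factors and 0.0593 with the block, and on the difference between the lines from 0.0362 to 0.0897 and 0.0923. In SUM159 that of S phase genes went from 0.0787 to 0.0492 with TMM factors and stayed above 0.05 with the block, at 0.231. The p of G2/M genes in SUM159 went from 0.00914 to 0.0634 with the block. In A549 that of p53 target genes with palbociclib alone went from 0.0621 to 0.0237 with TMM factors. The preset correlation brought 11 more values under 0.05, among them the G2/M and p53 target genes on the difference between the lines.

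Numbers of genes past the threshold stayed within 1.5 times in 116 cases and moved further in 6. For palbociclib against untreated cells, 1310 genes higher and 1168 lower became 543 and 406 with only the compared groups in the model, and DESeq2 gave 622 lower. DESeq2 also gave 2742 genes higher with indisulam in place of 4420, 3109 lower with PF-06873600 against the combination in place of 4830, and 1495 lower on the interaction in place of 2281. The largest shift of the median of all genes under TMM factors was 0.09 on the log2 scale.

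Among named genes, the log2 fold change reversed where it was near 0. With TMM factors and with DESeq2 it became -0.084 and -0.037 for RB1 and -0.079 and -0.031 for BCL2L2 in the combination against untreated cells. Against palbociclib it became -0.055 and -0.006 for CDK7, -0.084 and -0.093 for BCL2, and -0.068 and -0.021 for BCL2L1. With TMM factors it became 0.006 for DCAF15 with PF-06873600 against the combination, and on the difference between the lines -0.057 for CCNH and -0.008 for MNAT1. CCNH, DCAF15 and BCL2L2 overlap a gene on the other strand. Elsewhere 19 values lost the threshold, 5 gained it and 863 did neither. With single libraries left out, 369 values moved by more than the replicate spread and 975 did not. Depth limits genes with few counts. Only lower bounds of the change are given against a group with no library above 3 counts, and changes of genes just above that level, such as IL32 and BCL2, rest on few counts.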

Differences from the paper's values

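The paper's NES were read by eye from Fig 3G and S3I Fig, to 2 digits. Of 25 values compared, 19 differed by more than the replicate spread and 6 did not. That spread is the SD of the NES obtained from the replicate 1 libraries and from the replicate 2 libraries alone. It is small, down to 0.002, and a value read from a plot can be off by more, so many of these differences are near the limit of the reading. Below, a value that differed did so by more than this spread, even where both values are equal at the 2 digits read. Where alternatives set before the data were examined gave a value within the spread of the paper's, they are named.

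The NES of the combination against untreated A549 cells differed in 4 sets. For the Fridman set it was 1.93 against the paper's value of about 2.0 in Fig 3G, and no alternative closed the gap. For the Purcell set it was 1.965 against the paper's value of about 2.0 in Fig 3G, the same at the 2 digits read. It was 2.01 with TMM factors. For the Hernandez senescence set it was 1.61 against the paper's value of about 1.7 in Fig 3G, and no alternative closed the gap. For the SASP set it was 1.83 against the paper's value of about 1.9 in Fig 3G, and no alternative closed the gap.

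Against palbociclib alone it differed in 3 sets. For the Fridman set it was 1.82 against the paper's value of about 1.9 in Fig 3G, and 1.91 with TMM factors, 1.86 with DESeq2 fold changes, 1.86 with the library of A549 palbociclib cells, replicate 1 left out, 1.85 with the library of A549 combination cells, replicate 1 left out and 1.84 with the library of A549 combination cells, replicate 2 left out. For the Hernandez senescence set it was 1.64 against the paper's value of about 1.9 in Fig 3G, and 1.89 with a mean of at least 50 counts. For the SASP set it was 1.77 against the paper's value of about 1.7 in Fig 3G, and 1.71 with the library of A549 palbociclib cells, replicate 1 left out, 1.71 with the library of A549 palbociclib cells, replicate 2 left out and 1.75 with the library of A549 combination cells, replicate 2 left out.

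Against indisulam alone it differed in 3 sets. For the Casella set it was 1.98 against the paper's value of about 2.1 in Fig 3G, and 2.11 with random sets matched on mean expression. For the Purcell set it was 1.89 against the paper's value of about 2.0 in Fig 3G, and 1.96 with the library of A549 indisulam cells, replicate 1 left out, 1.95 with the library of A549 indisulam cells, replicate 2 left out, 1.99 with the library of A549 combination cells, replicate 1 left out and 1.96 with the library of A549 combination cells, replicate 2 left out. For the SASP set it was 1.78 against the paper's value of about 1.9 in Fig 3G, and 1.84 with the library of A549 combination cells, replicate 1 left out.

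With PF-06873600 in A549 it differed in 4 sets. For the Fridman set it was 1.89 against the paper's value of about 2.1 in S3I Fig, and 2.13 with a mean of at least 50 counts and 2.17 with random sets matched on mean expression. For the Casella set it was 1.89 against the paper's value of about 2.0 in S3I Fig, and 2.05 with ranking by the signed root of F, 2.01 with a mean of at least 50 counts, 2.01 with only the compared groups in the model, 2.00 with random sets matched on mean expression and 1.93 with the library of A549 PF-06873600 cells, replicate 1 left out. For the Hernandez senescence set it was 1.63 against the paper's value of about 1.6 in S3I Fig, the same at the 2 digits read. It was 1.59 with DESeq2 fold changes and 1.595 with current symbols only. For the SASP set it was 2.06 against the paper's value of about 2.1 in S3I Fig, the same at the 2 digits read. No alternative came within the spread.

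With PF-06873600 in SUM159 it differed in 5 sets. For the Fridman set it was 1.45 against the paper's value of about 1.7 in S3I Fig, and no alternative closed the gap. For the Casella set it was 1.93 against the paper's value of about 2.1 in S3I Fig, and no alternative closed the gap. For the Hernandez senescence set it was 1.48 against the paper's value of about 1.6 in S3I Fig, and no alternative closed the gap. For the SASP set it was 1.954 against the paper's value of about 2.0 in S3I Fig, the same at the 2 digits read. No alternative came within the spread. For the Purcell set it was 1.901 against the paper's value of about 2.1 in S3I Fig, and no alternative closed the gap.

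In rank order, Fig 3G shows the SASP set lowest of the 5 against palbociclib, while the Hernandez senescence set was lowest here, at 1.64 against 1.77 for the SASP set. In S3I Fig the gene set p of the Hernandez senescence set in A549 is about 0.03, and here the gene permutation p was 0.0098. For the Fridman set in SUM159 that figure gives about 0.001, and here it was 0.0154.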

Other observations

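The tests of detected genes and of the 9p21 locus were chosen only after those results were seen, and the tests of the senescence sets and of the interaction were set beforehand.

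Technical explanations of the higher senescence scores in the combination were tested against untreated A549 cells. With the 3 most increased genes of each set left out, a test of whether a few strongly induced genes carry the score, 4 of 5 sets kept a gene permutation p under 0.05. The Hernandez senescence set lost it, with an NES of 1.402 and p of 0.0717. After correction for gene length and GC content, 5 of 5 sets kept it. With genes shared between the 5 sets left out, 4 sets kept it, and the SASP set had fewer than 15 genes left and was not scored. Depth hardly differed, with a median of 14820129.5 counts on genes with the combination and 14856553 without treatment. CCNH overlaps RASA1 on the other strand. It was at 9.71 and 9.07 CPM with the combination, 9.33 and 10.4 CPM with indisulam and 22.1 and 24.1 CPM without treatment. The paper reports by qPCR that CCNH mRNA falls with indisulam in A549, at another dose and time. If that fall holds at the dose and time used here, combination and untreated libraries were not exchanged. An exchange of a single library between indisulam and the combination would pull the replicates of both groups apart. The mean log2 CPM of the SASP genes was 4.52 and 4.40 with indisulam and 5.21 and 5.24 with the combination. That of S phase genes was 4.47 and 4.45 against 3.16 and 3.13. These values argue against such an exchange. They cannot tell an exchange of both libraries of each group, and reads shared between similar genes were not tested. The pattern is therefore not called biological.

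An interaction of palbociclib and indisulam, a combination effect beyond the sum of the single drugs on the log2 scale, was predicted to give at least 3 of 5 senescence sets a positive score with a gene permutation p under 0.05. It gave 3, the least that meets the prediction. The NES was 1.94 for the Fridman set, with a gene permutation p of 0.00017, 1.75 for the Hernandez senescence set, with p of 0.00592, and 1.45 for the Casella set, with p of 0.0479. It was 1.47 for the Purcell set, with p of 0.0536, and -0.926 for the SASP set, with p of 0.57. The Casella set no longer passed with TMM factors (NES 1.44) or without a filter (1.10). Nor did it pass with crossed palbociclib numbers in the replicate block (1.45, p of 0.0503). Each of these leaves fewer sets than predicted. In the other direction, the Purcell set passed with a mean of at least 50 counts, at 1.86 with a gene permutation p of 0.00249. The result is consistent with an interaction for the Fridman set, which passed under all 6 alternatives, and is undecided for the 5 sets together. S phase and G2/M genes had an NES of -2.72 and -2.96 on the interaction.

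Single drugs raised several senescence sets in A549. Indisulam alone gave an NES of 1.77 for the Purcell set, 1.74 for the SASP set, 1.6001 for the Fridman set, 1.47 for the Casella set and 1.18 for the Hernandez senescence set, with gene permutation p of 0.000234, 0.00113, 0.00117, 0.0235 and 0.25. Palbociclib alone gave 2.04 for the SASP set, 1.73 for the Casella set, 1.71 for the Purcell set, 1.49 for the Fridman set and 1.34 for the Hernandez senescence set, with gene permutation p of 0.00017, 0.0027, 0.00575, 0.0227 and 0.112. In limma's camera test the Fridman set with palbociclib had a p of 0.108, with a mean log2 fold change of 0.12. The Hernandez senescence set had a camera p of 0.528 with indisulam and 0.242 with palbociclib. The other camera p values of the senescence sets with single drugs were under 0.05. The NES of S phase genes was -0.692 with indisulam and 1.06 with palbociclib, with gene permutation p of 0.965 and 0.375. That of G2/M genes was -0.951 with indisulam and -1.46 with palbociclib, with gene permutation p of 0.579 and 0.0312.

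Transcripts of several genes that the paper follows as proteins were read in A549. CDK2 mRNA was 24.8 CPM in untreated cells and 28.8 CPM with palbociclib, a log2 fold change of 0.21 with an adjusted p of 0.102 in edgeR's test, and fell by 0.33 with the combination. RBM39, whose protein indisulam degrades, rose by 0.835 with indisulam. CCNH fell by 1.23 with indisulam and by 1.30 with the combination, and it overlaps RASA1 on the other strand. CDKN1A rose by 3.20 with indisulam, by 0.41 with palbociclib and by 4.03 with the combination. LMNB1 fell by 2.40 with the combination and its interaction term was -1.603, while MKI67 fell by 2.58. H2AX fell by 0.80 with the combination, while the paper reports more γH2AX, the phosphorylated protein, though less clearly in A549. CCNE1 rose by 1.28 with the combination, by 0.902 with palbociclib and by 0.67 with indisulam. RB1 changed by 0.001 with the combination, with an adjusted p of 0.995 in edgeR's test. Each of these changes but those of CDK2 with palbociclib and RB1 had an adjusted p-value under 0.05.

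PF-06873600 and the drug combination differed in A549 gene sets. The cells were treated for 7 days with PF-06873600 and 10 days with the combination. The differences cannot be assigned to the drugs rather than to the treatment time. The NES of PF-06873600 against the combination was -1.86 for the Purcell set, -1.75 for the Fridman set, -1.55 for the SASP set, -1.51 for the Casella set and -1.28 for the Hernandez senescence set, with gene permutation p of 0.000407, 0.00061, 0.0253, 0.0265 and 0.155. In limma's camera test the p was 0.0506 for the Casella set and 0.129 for the Hernandez senescence set. It was under 0.05 for the Purcell, Fridman and SASP sets. Between PF-06873600 and the combination the NES was 3.24 for S phase genes and 3.11 for G2/M genes, with gene permutation p of 0.000411 and 0.000464. CCNE2 was higher by 4.68 on the log2 scale, and it overlaps INTS8 and NDUFAF6 on the other strand.

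More genes were detected with the combination than without treatment in A549. Sequencing depth was tested by thinning every library to the smallest total. The combination libraries then had 23404 and 23395 genes detected and the untreated libraries 21953 and 21670. The other technical explanations were not tested.

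CDKN2A (chromosome 9, 21967752 to 21995301 of hg38) had between 0 and 3 counts in SUM159 libraries, and loss of the 9p21 locus in these cells may explain this. The prediction was that MTAP (21802636 to 21937651) would also have 3 or fewer counts, and its highest count in SUM159 was 0. CDKN2B (22002903 to 22009305) had at most 1 and DMRTA1 (22446824 to 22455740) had 0. In A549, CDKN2A and CDKN2B had 0, MTAP at most 5 and DMRTA1 between 61 and 124 counts. RNA counts cannot separate a lost locus from a silent one. The paper reports p16INK4A protein in SUM159 under palbociclib and indisulam, a treatment not analysed here.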
